# Cold atmospheric plasma differentially affects cell renewal and differentiation of stem cells and APC-deficient-derived tumor cells in intestinal organoids

**DOI:** 10.1038/s41420-022-00835-7

**Published:** 2022-02-15

**Authors:** Alia Hadefi, Morgane Leprovots, Max Thulliez, Orianne Bastin, Anne Lefort, Frédérick Libert, Antoine Nonclercq, Alain Delchambre, François Reniers, Jacques Devière, Marie-Isabelle Garcia

**Keywords:** Intestinal stem cells, Apoptosis

## Abstract

Cold atmospheric plasma (CAP) treatment has been proposed as a potentially innovative therapeutic tool in the biomedical field, notably for cancer due to its proposed toxic selectivity on cancer cells versus healthy cells. In the present study, we addressed the relevance of three-dimensional organoid technology to investigate the biological effects of CAP on normal epithelial stem cells and tumor cells isolated from mouse small intestine. CAP treatment exerted dose-dependent cytotoxicity on normal organoids and induced major transcriptomic changes associated with the global response to oxidative stress, fetal-like regeneration reprogramming, and apoptosis-mediated cell death. Moreover, we explored the potential selectivity of CAP on tumor-like Apc-deficient versus normal organoids in the same genetic background. Unexpectedly, tumor organoids exhibited higher resistance to CAP treatment, correlating with higher antioxidant activity at baseline as compared to normal organoids. This pilot study suggests that the ex vivo culture system could be a relevant alternative model to further investigate translational medical applications of CAP technology.

## Introduction

Cold atmospheric plasma (CAP) is a partially or totally ionized gas including photons, electromagnetic fields, electrons, ions, and neutral radicals such as reactive oxygen and nitrogen species (RONS) [1]. In the past decade, this innovative technology has generated growing interest for various applications in the biomedical field such as blood coagulation, sterilization, wound healing and anti-cancer therapy [2]. Number of studies have reported that CAP exerts cytotoxic effects when applied directly to cultured cells or indirectly through a plasma-activated medium (PAM), as well as anti-tumoral activity [3, 4]. The cytotoxic effects are mainly attributed to the production of short and long-lived RONS that generate a redox imbalance, leading to increased intracellular oxidative stress along with the damage of cellular components, such as proteins, lipids, and DNA [5, 6]. Metabolically active cancer cells are reported to exhibit a higher basal level of oxidative stress as compared to healthy cells, which could explain the reported selectivity of the anti-tumoral effects of CAP [7, 8]. However, the underlying molecular mechanisms of CAP tumor selectivity remain to be clarified. Additionally, most in vitro studies have focused on immortalized cells, which do not recapitulate the physiological complexity of epithelia, constituted of various cell types devoted to specific functions in vivo [7]. Lastly, the impact of CAP treatment on healthy tissues that naturally have a high renewal rate has not been fully investigated.

The adult intestinal epithelium is one of the most rapidly self-renewing tissues in adult mammals, supported by a pool of Lgr5 intestinal stem cells (ISCs), also called crypt base columnar cells, that reconstitute the whole epithelium in less than 5 days [9]. ISCs have the capacity to both self-renew and give rise to transit-amplifying cells which differentiate along the villus architecture into all the cell lineages of the epithelium, (i.e., absorptive enterocytes, mucus-producing goblet cells, hormone-secreting enteroendocrine cells, Paneth cells generating antimicrobial products, and chemosensory type 2 immune response-induced tuft cells) [10]. The ex vivo culture technology has recently been developed to indefinitely grow ISCs in a Petri dish. Upon seeding into a 3D matrix, ISCs self-renew, proliferate, and differentiate into the various epithelial lineages present in the normal epithelium; ex vivo grown organoids maintain the in vivo relative proportion of each cell subtype and its temporal differentiation [11]. Recently, this versatile technology has been used in the context of human colorectal [12, 13] and rectal cancer [14] allowing for the accurate prediction of drug responses [15, 16] in a personalized treatment setting.

In the present study, using the ex vivo culture system, we investigated the impact of an endoscopic helium plasma jet application on mouse ISCs at the morphological, cellular and transcriptomic levels. Moreover, we explored the potential selectivity of CAP application on tumor versus normal organoids originating from the same genetic background. Our data suggest that the ex vivo culture system could be a relevant alternative model to further investigate translational medical applications of CAP.

## Results

### CAP treatment affects normal growth of intestinal stem cell-derived organoid cultures

To assess the potential benefits and adverse consequences of CAP treatment on normal surrounding tissues in the digestive epithelium, we set out to investigate the biological effects of plasma on mouse ISCs using the plasma jet device as described in Fig. 1a. For this purpose, we first generated mouse intestinal organoid lines from individual mice (Fig. 1b). For the experiments, fully-grown organoids were mechanically dissociated and replated in a tridimensional matrix (Matrigel) supplemented with a complete culture medium (Fig. 1b). Twenty-four hours after organoid replating (at day 1), CAP was directly applied to the culture plate wells. Different settings were applied, with varying durations (30 or 60 s) and powers (30, 60, or 80 W). Fresh culture medium was added 24 h after CAP treatment (at day 2) and at day 4. At the endpoint (day 5), organoid survival and morphology of the grown elements were compared (Fig. 1c, d). Control cultures, and those treated with either helium gas alone (designated “60 s/0 W”) or mild CAP dose (60 s/30 W) followed similar organoid morphological evolution and survival rates. The spheroid-like structures (primarily constituted of proliferating ISCs during the first days of culture), started protruding as crypt-like domains and then differentiated into the various epithelial lineages present in the normal epithelium by day 5. Then, differentiated cells accumulated in the lumen of fully-grown organoids (Fig. 1c, d). Conversely, exposure to moderate and higher doses of CAP (60 and 80 W, respectively) significantly reduced organoid budding capacity. Meanwhile, spheroid-like elements were overrepresented as compared to controls at day 5 (Fig. 1c, d). Moreover, under the 80 W-dose condition, dark declining structures were observed, accompanied by overall reduced survival rate tendency as compared to controls [34.2 ± 1.6% in CAP 60 s/80 W versus (vs) 44.5 ± 4.3% in untreated samples, respectively, unpaired *t*-test *P* = 0.0698]. Together, these experiments indicate that direct CAP treatment alters the growth capacity of healthy ISCs in a dose-dependent manner.

**Fig. 1:**
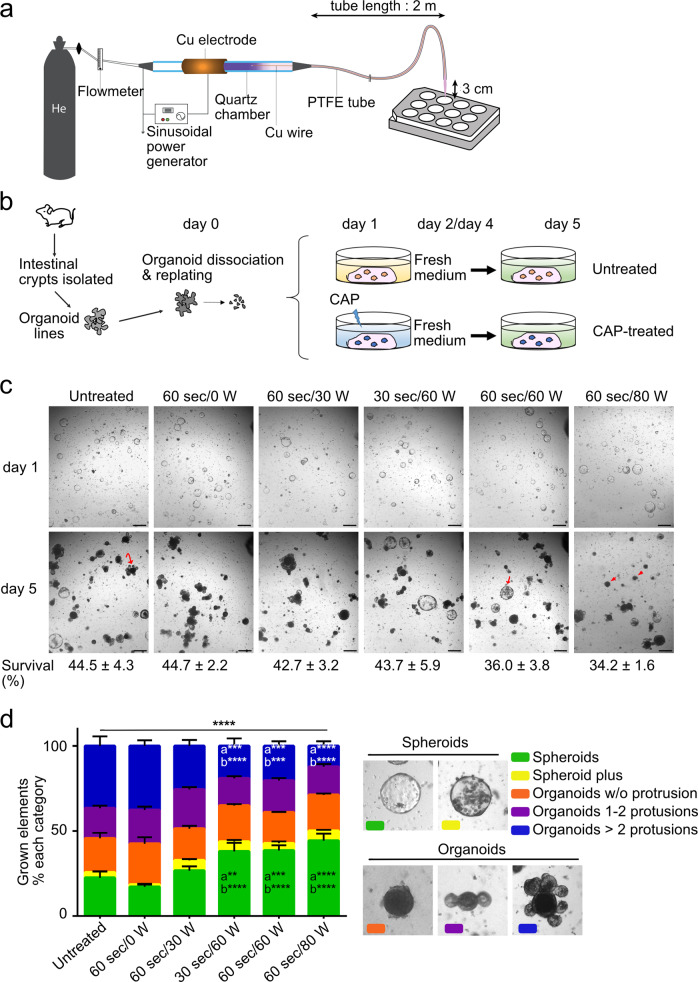
CAP treatment affects normal growth of intestinal stem cell-derived organoid cultures. **a** The CAP system allows for the generation of a helium CAP that can be transported over long distances for applications in endoscopy. **b** Direct CAP treatment on organoid cultures generated from small intestine isolated crypts. **c** Representative pictures of a given field showing growth of CAP-treated or untreated organoids at day 1 (before CAP application) and day 5 (endpoint). Survival rate (%) at day 5 vs day 1, indicated below the images, is expressed as the mean ± sem (*n* = 4 organoid lines generated from 4 individual mice). Curved and straight arrows show fully protruded organoid and spheroid, respectively. Arrowheads indicate declining organoids. Scale bars: 500 µm. **d** Quantification of organoid complexity at day 5. Representative element categories (Spheroids and Organoids) are defined morphologically on the right. An average number of 195 elements was analyzed per condition per organoid line (*n* = 3 organoid lines). Data are represented as means ± sem. Two-way ANOVA: interaction ****P < 0.0001 followed by Tukey’s multiple comparisons test: **a** compared to untreated conditions, **b** compared to 60 s/0 W conditions **P < 0.01; ***P < 0.001; ****P < 0.0001.

Next, we investigated the influence of the culture medium on ISC growth at a fixed moderate dose (60 s/ 50 W) (see the experimental design in Fig. 2a). Direct CAP treatment was applied at day 1 and the treated culture medium was replaced with fresh medium at 30 min, 3 h, or 1 day (1 d) later (Fig. 2a). The morphology of grown elements was studied at day 3, an endpoint at which 61.8% of grown elements in untreated cultures showed at least one crypt-like domain (Fig. 2b, c). Removal of CAP-treated medium early after the procedure (30 min and 3 h) did not significantly alter protrusion formation. In contrast, prolonged incubation with CAP-treated culture medium (24 h = 1 d) was associated with a higher proportion of elements grown as spheroids (67%), only 9% of total elements were protruded organoids (Fig. 2b, c). Together, these data indicate that the time of exposure to reactive species generated by CAP treatment affects the capacity of ISCs to normally grow and differentiate. Interestingly, a similar negative impact on organoid budding was observed when “naive” organoids were indirectly submitted to reactive species present in conditioned media generated either by CAP treatment applied onto another organoid culture (designated as “indirect CAP”) or the plasma-activated medium alone (designated as “PAM”) (Fig. 2a–c). Exposure to Indirect CAP- or PAM-conditioned media 24 h after the treatment (from day 2 to day 3) also altered organoid protrusion, albeit to a milder degree, thereby indicating that toxic long-lived reactive species were still present in culture supernatants after 24 h (Supplementary Fig. 1Sa–c). Taken together, these data demonstrated that normal ISCs are sensitive to direct as well as indirect CAP/PAM treatment ex vivo.

**Fig. 2:**
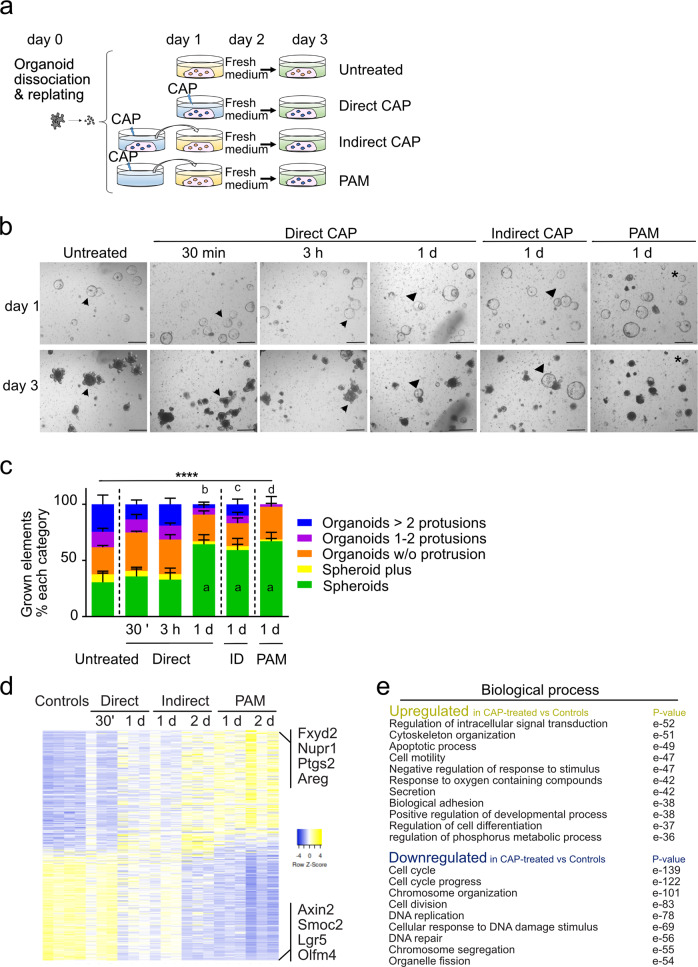
Impact of the CAP application method on organoid morphology and global gene expression. **a** CAP treatment (50 W/60 s) was applied directly to organoid cultures at day 1 (post-replating) for 30 min, 3, or 24 h. Then, the fresh medium was provided until day 3 (endpoint). Alternatively, naive organoids were cultured at day 1 for 24 h with freshly-generated CAP-conditioned media (Indirect CAP) or plasma-activated media (PAM). At day 2 (post-replating), a fresh culture medium was provided for a further 24 h until day 3 (endpoint). **b** Representative pictures of a given field showing organoid growth at day 1 (before CAP application) and day 3. Arrowheads and triangles show individual elements evolving as protruded organoids and spheroids, respectively. Asterisks indicate dying elements. Scale bars: 500 µm. **c** Quantification of organoid complexity at day 3. An average number of 100 elements was analyzed per condition per organoid line (*n* = 4 organoid lines). Data are represented as means ± sem. Two-way ANOVA: interaction ****P < 0.0001 followed by Tukey’s multiple comparisons test: **a**, **d** ****P < 0.0001, **b** ***P < 0.001, **c** *P < 0.05 (all compared to untreated). Time of exposure to CAP treatment is indicated (30′, 3 h, 1 day) ID: Indirect CAP. **d** Heatmap of differentially regulated genes in CAP-treated vs untreated (Controls) organoids. Samples were treated with CAP directly (Direct), for 30 min (30′) or 24 h between day 1 and day 2 (1 d); indirectly (Indirect) or with PAM for 24 h between day 1 and day 2 (1 d) or between day 2 and day 3 (2 d). Some of the most-modulated genes are indicated on the right side. **e** GSEA-Biological processes for upregulated and downregulated gene lists in CAP-treated vs untreated Controls.

### CAP treatment decreases the intestinal stem cell pool and is associated with apoptosis

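RNA from organoids of the adult mouse duodenum was sequenced as 22 libraries of paired-end reads of 100 bases. Organoid lines from 4 mice, numbered 1 to 4 here, each gave 1 untreated library. Lines 1, 2 and 4 also gave 1 library in each of 6 treated groups, so that each treated group holds 3 libraries and the same lines recur in every group. Line 3 is found only among the untreated controls. By passage and figure, lines 1 to 4 here are Lines 5 to 8 of the paper's Table 1, which lists the mice of lines 1 and 2 here as male and those of lines 3 and 4 here as female. The plasma jet ran at 50 W for 60 s. In direct CAP, the plasma was applied to the organoid culture at day 1 and the medium was replaced 30 min or 24 h later. In indirect CAP, organoids received medium from another treated culture, and in plasma-activated medium (PAM), medium that had been treated without organoids. Both conditioned media were given from day 1 or from day 2. The paper gives an exposure of 24 h for these 4 groups, whereas the labels deposited with the libraries give 0.5 h for indirect CAP and PAM from day 1 and 24 h for both from day 2. The paper's groups and times are used here. The design in Fig. 2a ends each culture at day 3, while the text on the 30 min group speaks of genes induced 30 min after the treatment, so the time at which that group was collected is not certain. The passage of lines 3 and 4 is 2 in the paper and 4 in the labels. Lines 1 and 2 are at passage 12 and 14 in both. The labels name the Ovation SoLo kit for all 22 libraries, and the paper names this kit or NEBNext.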

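The authors aligned the reads to the mouse genome GRCm38 with STAR, counted them on the genes of the Ensembl GRCm38.90 annotation with HTSeq and deposited 1 scaled value per gene and library for 52636 genes. The paper calls this unit CP20M and defines it per kilobase of transcript. In the deposited table, each library's values are whole numbers that add up to between 20007540 and 20016513, with a median of 20011472. The spacing of the low values is that of read counts multiplied by 1 factor per library and rounded up, without division by gene length, so that a value stands for reads among 20 M counted (M for mega, as in CP20M) and values of genes of different length are not on one scale. The spacing also gives the number of reads counted on genes. It was estimated at between 20.1 and 26.0 M (median 23.7) in the untreated libraries, 21.1 and 28.7 M (median 22.7) after direct CAP for 30 min, and 22.1 and 23.2 M (median 22.4) after direct CAP for 24 h. With indirect CAP it was between 19.4 and 24.1 M (median 22.0) from day 1 and 21.1 and 22.2 M (median 21.8) from day 2. With PAM it was between 22.9 and 28.4 M (median 23.9) from day 1 and 20.0 and 23.6 M (median 21.7) from day 2. The estimate was off by at most 4.06% in 26 simulated libraries. It was searched between 10 and 33 M, so that exactly double that number cannot be excluded for a library. Since the values are scaled, they were tested with limma's trended moderated test on log2(value + 1) over the genes with a value of 10 or more in at least 3 of the libraries compared. The threshold was that of the paper, an adjusted p (Benjamini-Hochberg) under 0.01 and a log2 fold change of at least 1 either way. The main comparison sets the 9 libraries of direct CAP for 24 h, indirect CAP from day 1 and PAM from day 1 against the 4 untreated libraries. Each treated group was also compared with the untreated libraries on its own. Means are given with their SD over libraries, and gene positions are those of GRCm38.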

To further investigate the molecular and cellular mechanisms of CAP-induced morphological effect on intestinal organoid growth, we analyzed at day 3 the whole transcriptome of organoids treated directly or indirectly with CAP at a moderate dose (50 W/60 s) during a period of 24 h (Fig. 2a). 

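With the 9 libraries exposed to CAP for 24 h from day 1 set against the 4 untreated libraries, 1173 of 18490 genes tested were past the threshold, 383 lower and 790 higher. An unadjusted p under 0.05 was reached by 8154 genes. For 1324 genes each of the 9 treated libraries lay above each untreated library, and for 1940 genes below. Together these are 17.7% of the genes tested, where chance would give 0.280% if the organoid line is ignored. The two-sided exact permutation test, which also ignores the line, gives such a gene a p of 0.0028, the smallest that 9 libraries against 4 allow. Lines 1, 2 and 4 recur on both sides, and only 64 splits keep the number of treated libraries of each line. A permutation test within lines could therefore not reach so small a p. Of 100 splits drawn from the 715 ways to divide the 13 libraries 9 against 4, the real split had the most genes past the threshold, and the other splits had at most 71. Of the alternatives, an adjusted p under 0.05 with no minimum fold change gave the highest number, 6187 genes. Asking for a gene to be past the threshold in each of the 3 groups on its own gave the lowest, 161. The excess of higher genes turned over in the first of these, with 3449 lower and 2738 higher genes. It also did for genes past the threshold in at least 1 of the 3 groups (941 and 870). Each other alternative gave more higher than lower genes. With the organoid line as a replicate block the number was 1327, of which 1029 were the same genes in the same direction. Blocked comparisons with the untreated libraries rest on the line labels, which are in doubt for lines 1 and 2. Their untreated libraries had a median correlation of 0.131 with the treated libraries of their own line and 0.422 with those of the other line, after group means were removed. Leaving out 1 library gave between 651 and 1309 genes. The lowest numbers were 651 without the untreated library of line 1 and 730 without that of line 2. Against the untreated libraries on their own, direct CAP for 30 min gave 1 gene past the threshold among 17731 tested, with 4415 at an unadjusted p under 0.05. Direct CAP for 24 h gave 159 lower and 217 higher genes, indirect CAP from day 1 gave 85 and 148, and PAM from day 1 gave 937 and 838. Exposure from day 2 gave 1019 lower and 1108 higher genes with indirect CAP, and 1857 and 1206 with PAM. The balance of lower and higher genes depended on the scaling. With quantile normalization it turned over for PAM from day 1 (751 lower and 966 higher) and indirect CAP from day 2 (1115 and 1013), and it was 1608 and 1468 for PAM from day 2, where the median log2 fold change of all genes moved by 0.118. The numbers for single groups and their balance moved with single libraries. Direct CAP for 24 h gave 206 lower and 171 higher genes without its library of line 2, and 78 and 58 without that of line 4. Lower genes also prevailed without its library of line 1 or the untreated library of line 2. Higher genes prevailed without any of the other untreated libraries. Indirect CAP from day 2 gave more lower genes in each such fit except that without the untreated library of line 3 (913 and 1272). Direct CAP for 24 h had 34 genes without its library of line 1, indirect CAP from day 1 had 25 without the untreated library of line 2 and at most 110 in the 7 fits that left out 1 library, PAM from day 1 had 1134 without its library of line 4, and indirect CAP from day 2 had 1357 without its library of line 4. These numbers are no test of a difference between the application methods, which were also compared directly. When PAM from day 1 was set against direct CAP for 24 h, 0 of 17072 genes were past the threshold (1773 at an unadjusted p under 0.05), and for indirect CAP from day 1 against direct CAP for 24 h, 0 of 17672 (1228 at an unadjusted p under 0.05). With the organoid line as a replicate block, 58 genes were past the threshold for PAM against direct CAP, 48 lower and 10 higher, and 0 for indirect against direct CAP. These blocked comparisons hold no untreated library, and the treated libraries of the same line were correlated in 45 of 45 pairs (r from 0.219 to 0.806). For PAM and direct CAP the result therefore depends on whether the line is taken into account.

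**Figure D1:**
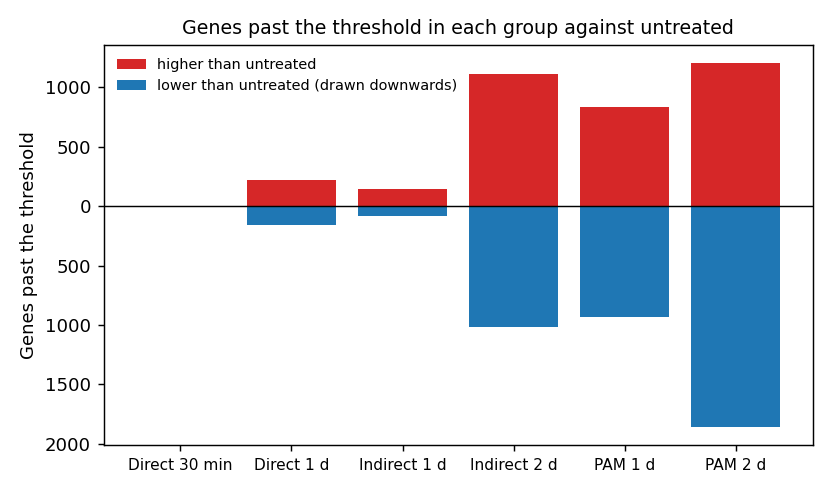
Number of genes past the threshold in each treated group (3 libraries) against the 4 untreated libraries, with higher genes above the line and lower genes under it. The bars run from 1 gene after direct CAP for 30 min to 3063 genes after PAM from day 2.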

We identified 2462 differentially expressed genes in CAP-treated vs untreated cultures (false discovery rate 0.01 and log2-fold change of 1 or above) (Fig. 2d). Of these, CAP treatment induced downregulation of 1195 genes involved in the following biological processes: cell cycle progression, cell division, and DNA replication (Fig. 2e). 

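The gene sets behind Fig. 2e are not analysed here. In their place, S phase and G2/M lists of the Seurat package were set before the data were examined. In the 9 libraries exposed to CAP for 24 h from day 1, the 43 genes of the S phase list were all lower than in the untreated libraries, with log2 fold changes from -1.60 to -0.11 and a median of -0.74. Of these, 5 were past the threshold over all genes tested and 6 when adjusted over the list alone, and 42 had an unadjusted p under 0.05. Of the 54 genes of the G2/M list, 50 were lower, with a median log2 fold change of -0.59. Of these, 2 were past the threshold over all genes and 2 when adjusted over the list alone. Limma's camera test with a preset correlation of 0.01 between genes gave p = 5.15e-18 for the S phase list and p = 4.62e-10 for the G2/M list. Both calls hold under fry (p = 0.000139 and p = 0.00528) and neither holds when the correlation is estimated from the data (p = 0.0836 and p = 0.226). Of 100 splits of the same libraries, 16 gave a camera p as small as the real one for the G2/M list and 1, the real split, for the S phase list. The median of the S phase list was -0.24 after direct CAP for 30 min, -0.64 after direct CAP for 24 h, -0.57 with indirect CAP and -1.0 with PAM from day 1, and -1.44 and -2.24 with indirect CAP and PAM from day 2. The medians of the G2/M list in the same order were -0.11, -0.47, -0.40, -0.90, -1.39 and -2.07.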

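Prelp was among the genes with the lowest log2 fold changes past the threshold and with each treated library under each untreated library, at -4.25 (standard error 0.69, adjusted p = 0.000732). Its value was 127 ± 47.0 (n = 4) in untreated organoids and 8.33 ± 7.40 (n = 9) after CAP for 24 h from day 1. A further 3 such genes, Gm45912 (-3.72), Gm8995 (-3.67) and Gm20663 (-3.65), lie within 1 stretch of chromosome 7 and their values moved together with those of the pseudogene 9130208D14Rik. Of the 100-base windows of Gm20663, 59.5% are also found in that pseudogene, 1.66% of those of Gm8995 and 0 of those of Gm45912. Gm45912 lies next to that pseudogene on the same strand, so 0 shared windows do not make it a separate measurement. All 3 calls were lost with the line as a replicate block (adjusted p = 0.0129 to 0.0227) and when any single untreated library was left out (adjusted p = 0.0125 to 0.029). Those of Gm45912 and Gm8995 were also lost in 4 of the 9 fits that left out 1 treated library (adjusted p = 0.0104 to 0.0153).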

ISC markers like *Lgr5*, *Olfm4*, *Smoc2,* and *Axin2* genes were amongst the most downregulated genes (Fig. 2d). In particular, 35% of the genes identifying the intestinal crypt base columnar stem cell signature (i.e., 135 out of 379 genes) reported by Munoz et al.[17], were downregulated in CAP-organoids (Fig. 3a, b). 

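Lgr5 (ENSMUSG00000020140, chromosome 10 from 115450311 to 115587780) had a value of 1806 ± 721 in the untreated libraries (n = 4). It was 343 ± 210.2 after direct CAP for 24 h, 457 ± 237 with indirect CAP and 65 ± 40.4 with PAM from day 1 (n = 3 each). Its log2 fold change over the 9 libraries was -3.17 (standard error 0.70, adjusted p = 0.00416), the 19th lowest of the 18490 genes tested. Olfm4 (ENSMUSG00000022026, chromosome 14 from 79984081 to 80023139) fell from 22849.8 ± 1903 to 4485 ± 1255, 5910 ± 2686 and 641 ± 444 in the same 3 groups, with a log2 fold change of -3.30 (standard error 0.79, adjusted p = 0.00626), the 15th lowest. Smoc2 and Axin2 had log2 fold changes of -2.28 (standard error 0.47, adjusted p = 0.00263) and -1.91 (standard error 0.41, adjusted p = 0.00356), at ranks 72 and 136. For each of the 4 genes, the 9 treated libraries lay under the 4 untreated libraries. With the line as a replicate block, which rests on the doubtful labels of the untreated libraries of lines 1 and 2, the adjusted p was 0.0103 for Lgr5 and 0.0219 for Olfm4. Leaving out any single untreated library moved the adjusted p of Lgr5 to between 0.011 and 0.0191 and that of Olfm4 to between 0.0182 and 0.0203, with log2 fold changes of -2.93 or lower, and Olfm4 had an adjusted p of 0.0113 without the PAM library of line 4. The adjusted p of Axin2 was from 0.0105 to 0.0163 in the 4 fits without an untreated library, and Smoc2 lost its call without the untreated library of line 1 (0.0108) or line 4 (0.0100). On their own, PAM from day 1 and both exposures from day 2 took all 4 genes past the threshold. After direct CAP for 30 min, the log2 fold changes were between -0.50 for Olfm4 and -0.17 for Axin2, and none was past the threshold, with an unadjusted p under 0.05 for Olfm4 and Smoc2. From the expression of these markers and signature genes, together with in situ hybridization and immunofluorescence staining, the paper concludes that intestinal stem cells are lost in CAP-treated cultures (Fig. 3).

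**Figure D2:**
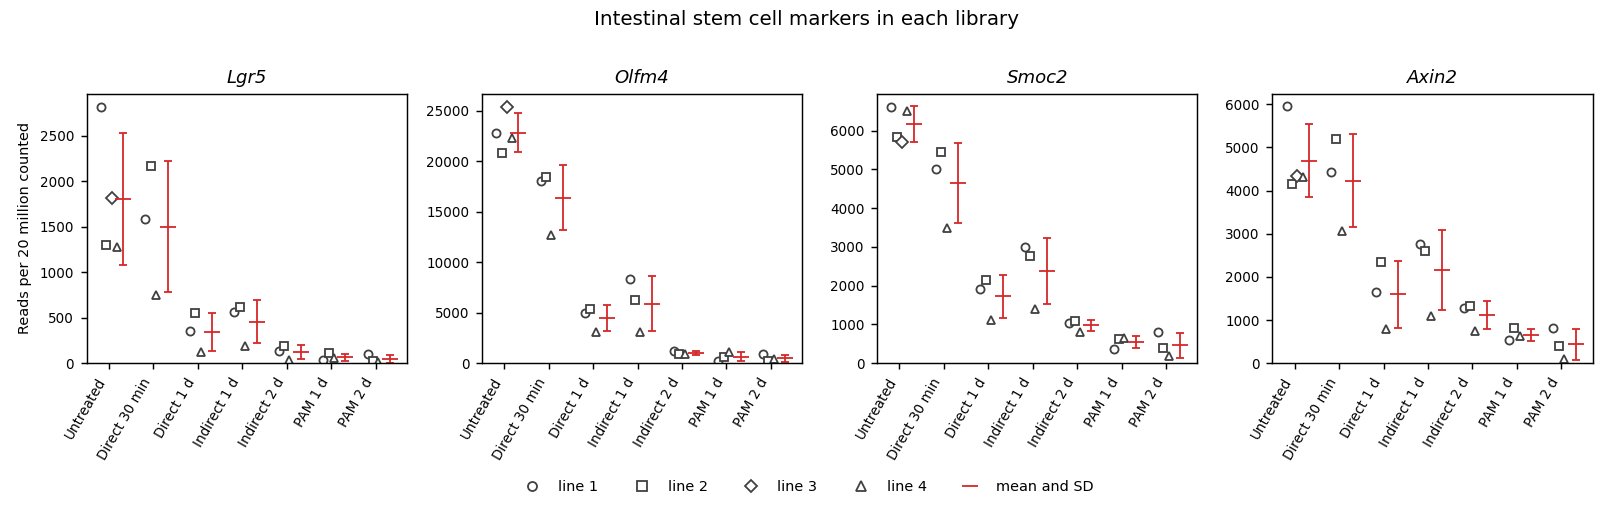
Reads per 20 M counted for Lgr5, Olfm4, Smoc2 and Axin2 in each library (points, marked by organoid line) of the untreated and treated groups, with the mean and SD of each group. The 9 libraries exposed for 24 h from day 1 lie under the 4 untreated libraries for each gene.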

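The published signature list is not analysed here. The 3 further signature genes that Fig. 3b shows, Adra2a, Cdca7 (written Cdc7a in the figure) and Ung, were all past the threshold in the 9 libraries exposed for 24 h from day 1. Adra2a fell from 846 ± 159 (n = 4) to 257 ± 76.9 (n = 9), a log2 fold change of -1.75 (standard error 0.21, adjusted p = 0.000105). The log2 fold changes of Cdca7 and Ung were -1.60 and -1.25. With Lgr5, Olfm4, Smoc2 and Axin2, 7 of 7 genes named for the signature were past the threshold, over all genes tested and when adjusted over the list alone. The study chose these genes on the same libraries, so the second count is not independent evidence. The number was 5 with the line as a replicate block and 3 without the untreated library of line 1 or of line 4. Each group on its own gave 5 of the 7 genes after direct CAP for 24 h, 3 with indirect CAP and 7 with PAM from day 1.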

Loss of ISCs in CAP-treated cultures was confirmed by in situ hybridization experiments and immunofluorescence staining for *Olfm4*-expressing cells; this correlated with a significant drop in canonical Wnt signaling activity (*Axin2* used as reporter gene) (Fig. 3b–d). Consistent with suggested upregulation of the apoptotic process (*P*-value e−49, Fig. 2e), the *Pycard* gene, involved in the regulation of apoptosis and adaptation to the inflammatory response, and genes associated with DNA repair (*Pclaf*, *Usp49*, *Hmga2*) were found to be downregulated meanwhile apoptosis-mediator/effector genes (Calpains *Capn2/5/12/13*, *Trp53inp2*, *Ctsl*, *Unc5b*, *Cidec*, *Atf3*, *Ddit3*, *Cfap157*) were upregulated in CAP-treated organoids (Figs. 3c and 4a). 

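Pycard (ENSMUSG00000030793, chromosome 7 from 127989708 to 127993867) fell from 3455 ± 206 (n = 4) to 1292 ± 477 (n = 9) after CAP for 24 h from day 1, a log2 fold change of -1.53 (standard error 0.29, adjusted p = 0.00175). Pclaf, Usp49 and Hmga2 had log2 fold changes of -1.51, -1.07 and -1.30, and all 4 genes were past the threshold, also when adjusted over the list alone. Without the PAM library of line 2 from day 1, the log2 fold change of Usp49 was -0.99. The adjusted p of Hmga2 was 0.0109 with the line as a replicate block and from 0.0133 to 0.0216 without any single untreated library. Of the 11 genes named as apoptosis mediators or effectors, all 11 were higher and 10 were past the threshold, both over all genes and when adjusted over the list alone. The log2 fold change was largest for Unc5b at 2.33 (standard error 0.19, adjusted p = 7.43e-06), from 500.5 ± 71.7 to 2580.1 ± 719. Capn12 rose from 629 ± 47.0 to 942 ± 138, with 9 of the 9 treated libraries above each untreated library and an adjusted p of 0.00185, but its log2 fold change of 0.57 (standard error 0.11) is under the threshold of 1. Ddit3 and Atf3 rose by 1.55 each. Capn13 rose by 1.35 from day 1, at a low level (65.2 ± 15.5 in untreated organoids), and was lower than in untreated organoids with exposure from day 2, with log2 fold changes of -0.95 (indirect CAP) and -1.58 (PAM). Its adjusted p was 0.0123 with quantile normalization and from 0.0102 to 0.0287 in 9 of the 13 fits that left out 1 library. The number of genes past the threshold was 7 without the untreated library of line 2. These 4 falling and 11 rising genes were named by the study from the same libraries.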

TUNEL assay performed on organoid sections confirmed the presence of DNA double-strand breaks in CAP-treated cultures (Fig. 4b).

**Fig. 3:**
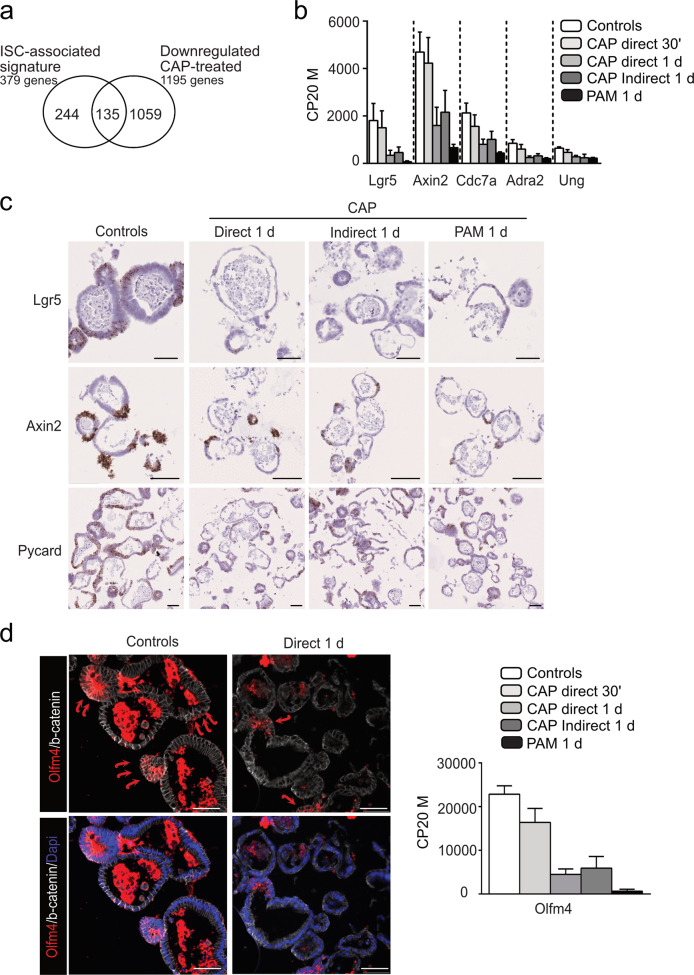
CAP treatment decreases the intestinal stem cell pool. **a** Venn diagram showing that part of the downregulated gene list in CAP-treated samples vs controls (135 out of 1195 genes) corresponds to the ISC (Intestinal Stem Cell)-associated signature. **b** Expression levels of some genes of the ISC-associated signature commonly downregulated in CAP-treated organoids vs Untreated controls. CP20M: counts per kilobase of transcript per 20 million mapped reads. Data are represented as means ± sd. *n* = 4 and 3 samples in Controls and CAP-treated conditions, respectively. **c** Expression of *Lgr5*, *Axin2*, and *Pycard* genes detected in organoids by RNAscope at day 3. **d** Immunofluorescence showing Olfm4-expressing cells in organoids at day 3 (red arrows). Cell membranes were shown with β-catenin and nuclei counterstained with DAPI. Right panel: Expression levels of *Olfm4* in the various conditions reported in CP20M. Scale bars: 50 µm (**c**, **d**).

**Fig. 4:**
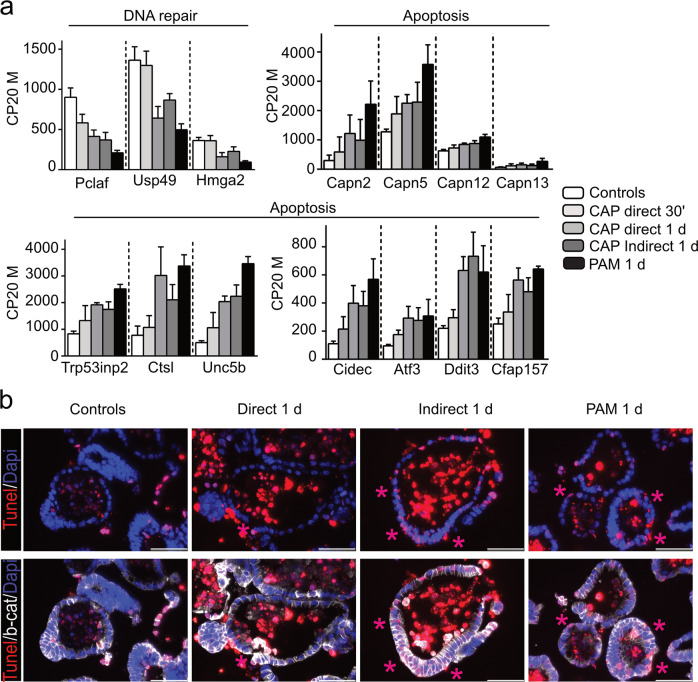
CAP treatment of organoids is associated with Apoptosis. **a** Expression levels of DNA repair and apoptosis-related genes in the various conditions reported in CP20M. Data are represented as means ± sd. *n* = 4 and 3 samples in Controls and CAP-treated conditions, respectively. **b** Organoid sections were stained with TUNEL for apoptotic cells (visualized by pink asterisks). Cell membranes are shown with β-catenin and nuclei were counterstained with DAPI. Scale bars: 50 µm.

### CAP treatment induces a global response to reactive species in intestinal stem cell-derived organoids

In addition, CAP induced upregulation of genes involved in modulation of intracellular signal transduction, negative regulation of response to stimulus, and response to oxygen-containing compounds as well as in positive regulation of developmental processes (Fig. 2e). 

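Of the 790 genes past the threshold that were higher after CAP for 24 h from day 1, the 5 with the largest log2 fold changes among those with each treated library above each untreated library were 9130204L05Rik, Gml, Col26a1, Pcdhac2 and Krt79. 9130204L05Rik (ENSMUSG00000091175, chromosome 3 from 91088137 to 91090803) rose from 8.25 ± 7.89 (n = 4) to 607 ± 415 (n = 9), a log2 fold change of 6.14 (standard error 0.67, adjusted p = 5.23e-05). Gml rose from 6.25 ± 5.56 to 129.7 ± 91.5 (log2 fold change 4.17) and Krt79 from 13.5 ± 14.5 to 114 ± 52.0 (log2 fold change 3.90). Col26a1 is listed at 0 in all 4 untreated libraries and had a value of 17.8 ± 9.20 after CAP, and Pcdhac2 went from 1.75 ± 0.957 to 43.2 ± 16.9. Fitted fold changes from values this close to 0 depend on the 1 that is added before the logarithm. The gene sets of Fig. 2e for higher genes are not analysed here.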

In line with the response to CAP-mediated injury, pro-survival (*Dsg3*, *Phlda3*) and regeneration-associated genes (*Trop2*/*Tacstd2*, *Ptgs2*, *Hbegf*, *Ly6a*/*Sca1*, *Clu*, *Areg*, *Epn3*) were induced as early as 30 min post-direct CAP treatment (Fig. 5a). Indeed, 34% of the genes identifying the fetal-like Trop2 regeneration signature (50 out of the 148 gene list [18]), were upregulated in CAP-treated organoids (Fig. 5b). Accordingly, both the number of Trop2-expressing cells and Areg expression were significantly increased in CAP-treated organoids (Fig. 5c, d). Furthermore, a global stress response gene expression pattern was detected with early upregulation of oxidative stress-associated transcription factors like *Fos*, *Fosb*, *Egr1*, *Nfe2l1*/*Nrf1*, *Nupr1*, *Nr4a1,* and *Jdp2* (Fig. 5a and Supplementary Fig. 2Sa). 

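After direct CAP for 30 min, Dsg3, Phlda3, Ptgs2, Hbegf, Ly6a, Clu, Areg and Epn3 were all higher in the fit than in untreated organoids, but 0 of these 8 genes were past the threshold over all genes tested. An unadjusted p under 0.05 was reached by 5 of the 8. Areg went from 509 ± 307 in untreated organoids (n = 4) to 1423 ± 1032 after 30 min (n = 3), a log2 fold change of 1.45 (standard error 0.59, adjusted p = 0.176), with 2 of the 3 libraries above each untreated library. Hbegf went from 196 ± 45.7 to 356 ± 48.0, with 3 of 3 libraries above each untreated library and a log2 fold change of 0.88 (standard error 0.20, adjusted p = 0.102). The two-sided exact permutation test cannot go under p = 0.0571 with 3 libraries against 4, and it ignores the organoid line. Only 8 splits keep the number of treated libraries of each line, so a test within lines could not go as low. Dsg3, Phlda3 and Epn3 had log2 fold changes of 1.89, 0.72 and 0.74. After CAP for 24 h from day 1, these 8 genes were past the threshold. Areg reached 4499 ± 1278 (n = 9), a log2 fold change of 3.32 (standard error 0.32, adjusted p = 2.05e-05), and Clu reached 13118 ± 3532 from 3493 ± 1992 (2.12). The log2 fold change was 3.85 for Dsg3, 2.89 for Ptgs2 and 2.60 for Ly6a. Ptgs2 had an adjusted p of 0.0181 without the untreated library of line 1 and 0.0168 without that of line 2.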

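Egr1 (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984) was the 1 gene past the threshold after direct CAP for 30 min, with a value of 1139 ± 93.8 (n = 3) against 331 ± 48.4 in untreated organoids (n = 4). Its log2 fold change was 1.79 (standard error 0.13, adjusted p = 0.00696). The call was lost in each of the 7 fits that left out 1 library, and with the line as a replicate block. Fos rose from 248 ± 75.9 to 1459 ± 358, a log2 fold change of 2.57 (standard error 0.27, adjusted p = 0.0534). Fosb had the largest change of the 7 factors, from 23.2 ± 22.0 to 357 ± 190.2 (4.12, adjusted p = 0.10), and Nr4a1 rose from 98.2 ± 17.3 to 222 ± 53.3 (1.16, adjusted p = 0.10). For Egr1, Fos, Fosb and Nr4a1, the 3 libraries lay above the 4 untreated libraries (two-sided exact permutation test that ignores the line, p = 0.0571 for each gene). The log2 fold changes of Jdp2, Nupr1 and Nfe2l1 were 0.94, 0.43 and 0.05. Adjusted over the list alone, 4 of the 7 genes were past the threshold, and as the study chose the list on these libraries, that count is not independent evidence. After CAP for 24 h from day 1, 5 of the 7 genes were past the threshold. Jdp2 rose from 16 ± 7.79 to 172 ± 33.4 (n = 9), a log2 fold change of 3.47 (standard error 0.27, adjusted p = 5.19e-06), Fos by 2.29, Nupr1 by 1.74, Egr1 by 1.23 and Nr4a1 by 1.22. Fosb had a log2 fold change of 2.00 (standard error 0.95, adjusted p = 0.116) and was lower than in untreated organoids with PAM from day 2 (-0.55). Nfe2l1 rose by 0.45 (adjusted p = 0.00539), under the threshold of 1.

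**Figure D3:**
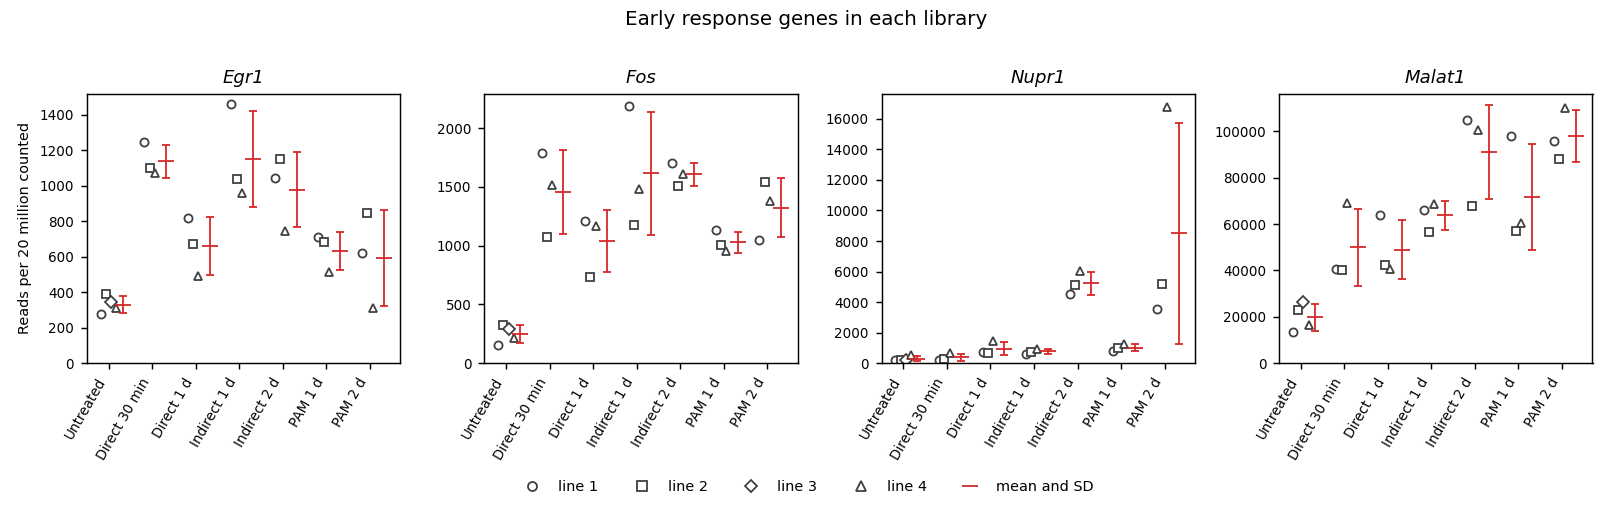
Reads per 20 M counted for Egr1, Fos, Nupr1 and Malat1 in each library (points, marked by organoid line), with the mean and SD of each group. After direct CAP for 30 min the 3 libraries lie above the 4 untreated libraries for Egr1, Fos and Malat1, and Nupr1 is highest with exposure from day 2.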

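After direct CAP for 30 min, the 6 transcripts Fer1l4, Gm20417, Neat1, Malat1, Gm37376 and Kcnq1ot1 were each higher than in untreated organoids, with log2 fold changes from 1.01 to 2.11. Over all genes tested 0 of the 6 were past the threshold, with an unadjusted p under 0.05 for 6 of 6, and adjusted over the list alone 5 of the 6 were. The study picked this list from the same libraries. Malat1 (chromosome 19 from 5795690 to 5802672) went from 19849.5 ± 5884 (n = 4) to 50062 ± 16615 (n = 3), a log2 fold change of 1.34 (standard error 0.27, adjusted p = 0.10). Neat1 (chromosome 19 from 5824708 to 5845478) went from 4357 ± 1472 to 11438 ± 2852 (1.43, adjusted p = 0.10) and Kcnq1ot1 from 1909 ± 635 to 3746 ± 736 (1.01, adjusted p = 0.106). For these 3 transcripts, the 3 libraries lay above the 4 untreated libraries. Fer1l4, which the annotation lists as protein coding, had an SD above its mean (480.3 ± 557 after 30 min against 79.5 ± 53.3). These 6 are not 6 independent measurements. Gm37376 lies within Malat1, and its ratio to Malat1 varied across the 22 libraries with an SD of 0.0999 on the log2 scale, where Malat1 itself had an SD of 0.855. The ratio of Gm20417 to Malat1 had an SD of 0.0319, and the position of Gm20417 is not given in the annotation used here. After CAP for 24 h from day 1, 5 of the 6 were past the threshold. Kcnq1ot1 was not, with a log2 fold change of 0.09 (standard error 0.28, adjusted p = 0.837). Its direction changed between groups and settings, to -0.21 with direct CAP for 24 h and -0.14 with PAM from day 1, each on its own, and to -0.06 without the untreated library of line 4.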

In line with reported regulation of oxidative stress by long noncoding RNAs, expression of *Fer1l4*, *Gm20417*, *Neat1*, *Malat1*, *Gm37376,* or *Kcnq1ot1* was induced 30 min after CAP treatment (Supplementary Fig. 2Sa) [19]. Effectors of the global response to CAP-mediated oxidative stress in organoids were found upregulated. Among these, genes encoding solute/metabolite transporters such as *Slc7a11*, a cysteine/glutamate antiporter xCT, and detoxifying enzymes (*Hmox1*, *Ethe1*, *Gch1*, *Gstk1*) were identified (Fig. 5a, d). 

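Slc7a11 (ENSMUSG00000027737, chromosome 3 from 49892526 to 50443614) rose from 916 ± 201 in untreated organoids (n = 4) to 4752 ± 604 after CAP for 24 h from day 1 (n = 9), a log2 fold change of 2.39 (standard error 0.12, adjusted p = 1.18e-07). Its value was 1974 ± 691 after direct CAP for 30 min (n = 3), with 3 of 3 libraries above the untreated ones and an adjusted p of 0.102. Hmox1 rose from 107 ± 43.1 to 347 ± 92.5 (1.73, standard error 0.25, adjusted p = 0.000353). Gch1, Gstk1 and Ethe1 rose by 1.78, 1.21 and 1.03 on the log2 scale. With the transporters Slc6a9, Slc39a4, Slc4a11 and Slc9a4 of Fig. 5a, 9 of 9 genes were past the threshold, over all genes and when adjusted over the list alone. Ethe1 stands close to a log2 fold change of 1, with 0.99 when the line was a replicate block and from 0.96 to 1.00 in the 4 fits that lost its call by leaving out 1 library. Gstk1 had an adjusted p of 0.0119 without the untreated library of line 2 and 0.0113 without that of line 4. Without that of line 1 its log2 fold change was 0.96 (adjusted p = 0.0166) and that of Ethe1 was 0.97, so that 3 of the 5 genes named in the text stayed past the threshold then.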

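The 4 genes Chac1, Ggh, Vnn1 and Gprc5a (written Gpr5a in the paper) were past the threshold after CAP for 24 h from day 1, over all genes and when adjusted over the list alone. Gprc5a rose from 697 ± 310.2 (n = 4) to 4029 ± 1879.7 (n = 9), a log2 fold change of 2.53 (standard error 0.41, adjusted p = 0.000731). Chac1 rose from 160.5 ± 21.3 to 698 ± 240.1 (2.05, standard error 0.22, adjusted p = 5.00e-05). The log2 fold changes of Vnn1 and Ggh were 1.34 and 1.16. Vnn1 was not past the threshold without the untreated library of line 1 (0.94, adjusted p = 0.0185) or line 2 (1.29, adjusted p = 0.0191). Direct CAP for 30 min took 0 of the 4 genes past the threshold, and 0 had an unadjusted p under 0.05.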

Components of the cysteamine/cystamine metabolism (*Gpr5a*, *Vnn1*, *Chac1*, *Ggh*), involved in glutathione redox status, were also induced by the treatment (Supplementary Fig. 2Sb). 

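Plk2, Plk3, Mapk11, Lif and Pmepa1 were each past the threshold after CAP for 24 h from day 1, and remained so in each of the 13 fits that left out 1 library. Plk3 (chromosome 4 from 117128655 to 117133963) had the smallest adjusted p of the 5, with a rise from 236 ± 27.7 (n = 4) to 889 ± 130.3 (n = 9) and a log2 fold change of 1.90 (standard error 0.12, adjusted p = 5.05e-07). Plk2 rose from 629 ± 159 to 1925 ± 532 (1.61, adjusted p = 0.000154). The log2 fold changes of Mapk11, Lif and Pmepa1 were 1.80, 1.34 and 1.32. The 5 genes rose by 0.56 to 1.13 on the log2 scale after direct CAP for 30 min, with an unadjusted p under 0.05 for 5 of 5. None was past the threshold over all genes, and 1 was when adjusted over the list alone.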

Cell signaling molecules such as the Polo-like kinases (*Plk2*, *Plk3*), previously reported to exert antioxidant functions, as well as *Mapk11*, *Lif,* and *Pmepa1* were also upregulated by CAP application (Supplementary Fig. 2Sb). 

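Supplementary Table 1 lists 22 genes as enzymatic ROS scavengers, and 14 of them had values high enough to be tested. In the untreated libraries (n = 4), the highest was Prdx1 at 10039 ± 797, at the 99.3 percentile of the 30321 genes with a value above 0 in any untreated library. Cat (8098 ± 1241), Gpx2 (7393 ± 470.2), Prdx6 (6890.2 ± 473), Gpx1 (6716 ± 1285) and Sod1 (6494 ± 776) followed. Not all members are abundant. Gpx3 had a value of 34 ± 15.6, and Gpx5 and Gpx6 are listed at 0 in each untreated library. After CAP for 24 h from day 1, 6 of the 14 genes were higher and 8 lower than in untreated organoids. Prdx4 (chromosome X from 155323918 to 155340754) was past the threshold, falling from 503 ± 82.8 to 243 ± 79.5 (n = 9) with a log2 fold change of -1.10 (standard error 0.22, adjusted p = 0.00240). Without the untreated library of line 4 it was -1.0 (adjusted p = 0.0117), and 0 of the 14 genes were then past the threshold. At an adjusted p under 0.05 and no minimum fold change, 4 genes were lower (Prdx4, Cat, Prdx2 and Sod2) and 0 higher, and 7 of the 14 had an unadjusted p under 0.05. Gpx3 had the largest rise, with a log2 fold change of 0.65 (adjusted p = 0.0773).

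**Figure D4:**
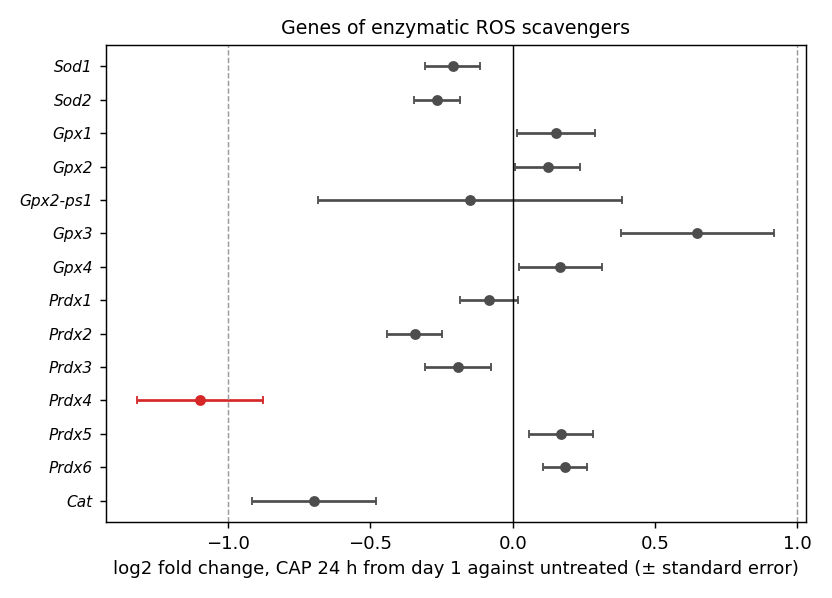
Log2 fold change with its standard error for the 14 ROS scavenger genes tested, the pseudogene Gpx2-ps1 among them, CAP for 24 h from day 1 (9 libraries) against untreated (4 libraries). Prdx4 lies under -1, and the other 13 genes lie between -0.70 (Cat) and 0.65 (Gpx3).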

Of note, the major cellular enzymatic ROS scavengers (superoxide dismutases, glutathione peroxidases, peroxiredoxins, and catalase) were detected at high levels in control organoids but their expression did not substantially differ upon CAP treatment (Supplementary Table 1). *Pparg*, a master regulator of lipid metabolism and immune response [20], was also found upregulated in CAP-treated organoid cells (Fig. 5a, d). 

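Pparg (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399) rose from 780 ± 101 in untreated organoids (n = 4) to 1704 ± 508 after direct CAP for 24 h, 1513 ± 414 with indirect CAP and 1768 ± 336 with PAM from day 1 (n = 3 each). The log2 fold change over the 9 libraries was 1.06 (standard error 0.16, adjusted p = 0.000546), with 9 of 9 libraries above each untreated library. Without the untreated library of line 1 it was 0.99, just under the threshold of 1. Direct CAP for 30 min gave a log2 fold change of 0.28 (adjusted p = 0.409).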

Inflammatory response genes were significantly modulated in CAP-treated organoids: interferon-induced *Ifitm2/Ifitm3* and chemokine *Ccl9* were downregulated whereas expression of *Ifnlr1, Ilr1, Ddx60,* and *Pdlim7* were upregulated (Supplementary Fig. 2Sb). Moreover, consistent with an extensive reshaping of epithelial cells, CAP application was associated with upregulation of cytoskeleton organization, cell motility, and biological adhesion processes (Fig. 2e and Supplementary Fig. 2Sb).

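Ccl9 (chromosome 11 from 83572919 to 83578636) fell from 581 ± 102 (n = 4) to 100 ± 54.4 (n = 9) after CAP for 24 h from day 1, a log2 fold change of -2.78 (standard error 0.48, adjusted p = 0.00110). Ifitm3 and Ifitm2 had log2 fold changes of -2.70 and -1.38. The call of Ifitm3 was lost with the line as a replicate block (adjusted p = 0.021) and in 8 of the 13 fits that left out 1 library (adjusted p from 0.0104 to 0.0247). Tnfsf10 of Supplementary Fig. 2Sb was past the threshold as well. Among the higher genes, Ddx60 rose from 52.2 ± 8.22 to 294 ± 151 (2.28, standard error 0.40, adjusted p = 0.00116), Pdlim7 by 1.54 and Ifnlr1 by 1.04 on the log2 scale. The deposited values list no gene by the name Ilr1, and values are given for Il1rn and Il1r1. Il1rn rose from 250.2 ± 153 to 1555 ± 703 (2.72, adjusted p = 0.000663). Il1r1 rose from 10.8 ± 3.86, close to the filter of 10, to 36.4 ± 15.4 (1.61, adjusted p = 0.00337), and its adjusted p was 0.014 with quantile normalization, 0.0168 without the untreated library of line 1 and 0.0136 without that of line 2. Ifnlr1 had a log2 fold change of 0.95 without the untreated library of line 1 and 0.99 without the PAM library of line 4. With PAM from day 2 the log2 fold change of Il1r1 was -0.01. Without the untreated library of line 1, Ccl9, Ifitm2 and Tnfsf10 and 3 of the 5 higher genes were past the threshold. After direct CAP for 30 min none of these 9 lower and higher genes was, and an unadjusted p under 0.05 was reached by Ccl9 and 3 of the higher genes.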

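Of 13 genes of cytoskeleton, motility and adhesion in Supplementary Fig. 2Sb, 13 were higher after CAP for 24 h from day 1 and 12 were past the threshold, over all genes and when adjusted over the list alone. The study chose the list on these libraries. St3gal4 had the largest log2 fold change at 2.09 (standard error 0.38, adjusted p = 0.00141), from 75.8 ± 40.3 (n = 4) to 321 ± 135 (n = 9). Eps8l1 rose from 48 ± 13.7 to 201 ± 51.3 (2.05, standard error 0.22, adjusted p = 4.26e-05), Fgd3 by 2.01, Rab31 by 1.79 and Lama5 by 1.42. Itga3, encoding an integrin, rose from 4350.5 ± 287 to 7046 ± 1314 and stayed under the threshold with 0.68 (adjusted p = 0.00182). The number past the threshold was 11 with the line as a replicate block and 9 without the untreated library of line 1 or of line 2. The enrichment terms of Fig. 2e are not analysed here.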

**Fig. 5:**
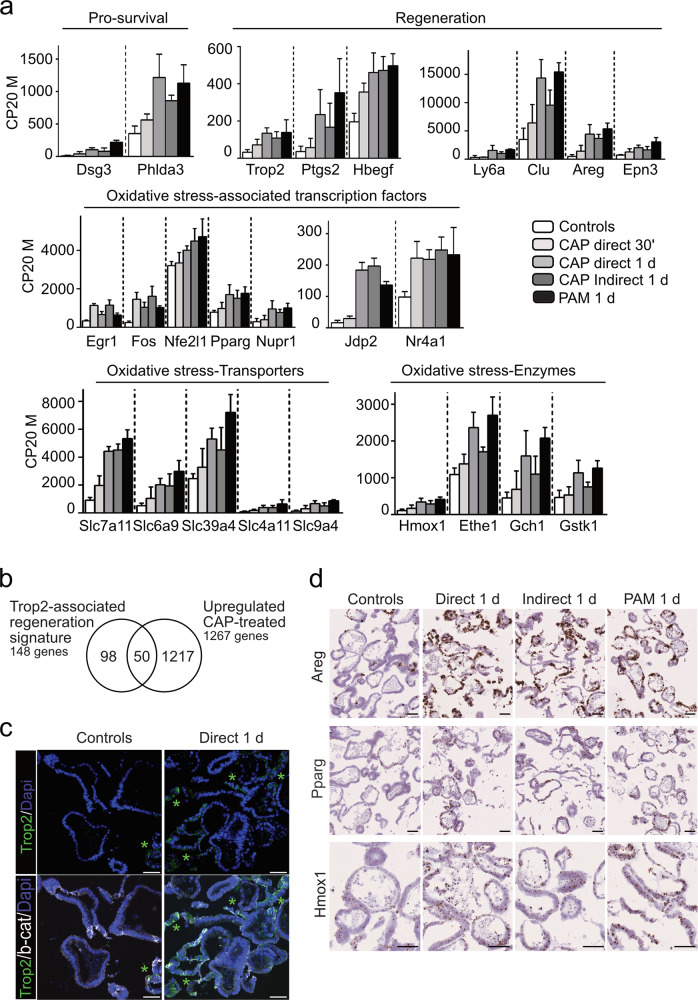
CAP treatment induces a global response to reactive species in intestinal stem cell-derived organoids. **a** Expression levels of Pro-survival, regeneration and oxidative stress-associated genes in the various conditions reported in CP20M. Data are represented as means ± sd. *n* = 4 and 3 samples in controls and CAP-treated conditions, respectively. **b** Venn diagram showing that part of the upregulated gene list in CAP-treated vs control organoids (50 out of 1267 genes) corresponds to the Trop-2-associated regeneration signature. **c** Immunofluorescence showing Trop2-expressing cells (visualized by green asterisks) in organoids at day 3. Cell membranes were shown with β-catenin and nuclei counterstained with DAPI. **d** Expression of *Areg*, *Pparg*, and *Hmox1* genes detected in organoids by RNAscope at day 3. Scale bars: 50 µm (**c**, **d**).

### Apc-deficient-derived organoids exhibit increased resistance to CAP treatment as compared to ISCs-derived organoids

Since ISCs were sensitive to moderate and high doses of CAP, we sought to compare the resistance of normal or tumor organoids to this treatment. For this purpose, adult VilCreERT2-Apc^*flox/flox*^ or VilCreERT2-Apc wild-type (wt) mice were injected with tamoxifen to induce specific deletion of Apc exon 15 in VilCreERT2-Apc^*flox/flox*^ mice, leading to loss-of-function of this tumor suppressor (designated as Apc Δ). Apc wt and Apc Δ intestinal crypts were isolated and cultured to generate normal and tumor organoid lines, respectively (Fig. 6a). Efficient recombination in Apc Δ tumor-derived organoids was controlled at initial seeding (Supplementary Fig. 3Sa). Then, upon organoid replating, CAP was directly applied at various doses for 60 s on both kinds of organoids (Fig. 6b). As expected, at day 5, Apc wt organoid survival was substantially reduced at a dose of 50 and 80 W as compared to untreated organoids (Fig. 6b, c). Conversely, Apc Δ organoids demonstrated higher survival rates, regardless of the CAP dose (Fig. 6c). Dosage of reactive species in culture supernatants did not demonstrate substantial differences between organoid types at a given CAP dose, which might have explained the observed higher resistance of Apc Δ vs Apc wt organoids (Supplementary Fig. 3Sb). To further explore the underlying molecular mechanisms, qPCR experiments were performed on samples collected at day 5. With the exception of *Olfm4*, the expression of markers for active (Lgr5) and quiescent (Hopx) stem cell populations were maintained in tumor organoids, even at the highest CAP dose (80 W) (Fig. 6d). Regarding cell differentiation, mild CAP dose (30 W) in Apc wt organoids had a tendency to decrease the Paneth lineage vs the other cell types whereas Apc Δ-organoids exhibited limited cell differentiation in any tested condition (Fig. 6d). Interestingly, expression of regeneration marker genes was upregulated in Apc wt organoids upon CAP treatment (30 W), and was detected at much higher levels in tumor organoids even under normal conditions (Fig. 7b). Moreover, tumor organoids maintained proliferation capacity and low cell death behavior following CAP treatment (Fig. 7b). Furthermore, Apc Δ organoids demonstrated increased levels of genes (e.g., *Atf3*, *Nupr1*) involved in early response to reactive species as compared to Apc wt organoids (Fig. 7b). In addition, cellular transporters (*Slc7a11*) and detoxifying enzymes (*Hmox1*), induced in Apc wt organoids by mild CAP treatment, were expressed at significantly higher levels in basal conditions in tumor organoids (Fig. 7b). Differential expression of the membrane-associated aquaporins has also been proposed to contribute to CAP selectivity by facilitating influx of water and hydrogen peroxide into cancer cells [21]. In ISCs and healthy intestinal organoids, RNAseq data showed that *Aqp1*, *Aqp4 and Aqp11* were the most significantly expressed (Supplementary Fig. S3c). 

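The data on isolated Lgr5-expressing stem cells come from another study and are not used here. In the 4 untreated organoid libraries, the highest aquaporin genes were Aqp1 (chromosome 6 from 55336432 to 55348555) with 3030.5 ± 495, Aqp4 (chromosome 18 from 15389496 to 15410982) with 1768 ± 505 and Aqp11 (chromosome 7 from 97724006 to 97738289) with 1513 ± 267 reads per 20 M. Aqp3 followed with 281 ± 88.1 and Aqp5 with 36 ± 44.4, where the spread between the 4 libraries exceeds the mean. The order of Aqp4 and Aqp11 is within the spread between replicates. Values are not divided by gene length, so the ranking holds for reads and not for molecules.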

CAP treatment particularly reduced *Aqp1* and *Aqp4* levels in Apc wt organoids (Supplementary Fig. S3c). 

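After CAP for 24 h from day 1 (n = 9), Aqp1 was at 1199 ± 566, a log2 fold change of -1.48 (standard error 0.33, adjusted p = 0.00421), and Aqp4 at 524 ± 274, with -1.92 (standard error 0.40, adjusted p = 0.00309). For both genes the 9 treated libraries lay under the 4 untreated ones. The adjusted p of Aqp1 was between 0.0118 and 0.0191 when any single untreated library was left out. That of Aqp4 was 0.0154 without the untreated library of line 1, so that 0 of the 5 aquaporin genes tested were past the threshold in that fit. Aqp11 (-0.38, adjusted p = 0.288), Aqp3 (0.20, adjusted p = 0.689) and Aqp5 (2.34, adjusted p = 0.160) were not past the threshold. The direction for Aqp3 changed to -0.07 without the untreated library of line 4, and to -0.13 and -0.88 with indirect CAP from day 1 and from day 2, each on its own. Aqp11 changed direction after direct CAP for 30 min (0.08). In the list of these 5 genes, 2 had an unadjusted p under 0.05, and 2 were past the threshold when adjusted over the list alone.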

Interestingly, irrespective of CAP treatment, tumor organoids were expressing 2-fold less *Aqp1*, *Aqp4,* and 10-fold less *Aqp3* levels than normal organoids, whereas Aqp5 expression was increased (Supplementary Fig. S3d). Taken together, these experiments indicate that tumor-like organoids deficient for the tumor suppressor Apc demonstrate a higher potential to resist CAP-induced injury as compared to ISC-derived organoids. Such behavior could be, in part, explained by the expression of an oxidative stress resistance program, already active under basal conditions, and reduced cell surface expression of aquaporins.

**Fig. 6:**
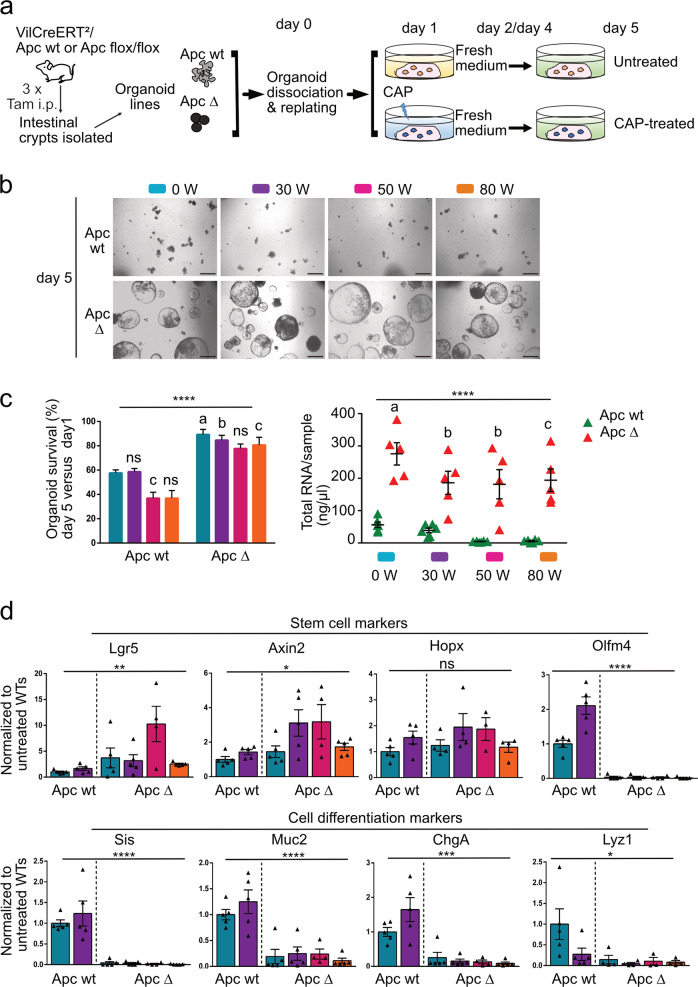
Apc-deficient-derived organoids exhibit increased resistance to CAP treatment as compared to normal ISC-derived organoids. **a** CAP treatment was applied directly to Apc wt or Apc Δ (Apc-deficient) organoid cultures at day 1 post-replating for 24 h. Fresh medium was added at days 2 and 4. **b** Representative pictures of a given organoid type (Apc wt or Apc Δ) at day 5 following CAP treatment at the indicated doses. Scale bars: 500 µm. **c** Left panel: organoid survival rate (in %). An average number of 120 elements was studied over time per condition per organoid line (*n* = 6 Apc wt and 5 Apc Δ organoid lines, respectively). Data are represented as means ± sem. Two-way ANOVA: CAP dose ***/Genotype ****P < 0.0001 followed by Sidak’s multiple comparisons test: **a** ***P < 0.001; **b** **P < 0.01; **c** *P < 0.05; ns: not significant (all compared to Apc wt-0 W), right panel: quantification of total RNA extracted/sample at day 5. Each symbol corresponds to a given organoid line. Two-way ANOVA: CAP dose *P < 0.05/Genotype ****P < 0.0001 followed by Sidak’s multiple comparisons test: **a** ****P < 0.0001; **b** *P < 0.05; **c** **P < 0.01 (all compared to Apc wt-0 W). **d** Gene expression analysis by qRT-PCR of the indicated stem cell and differentiation markers. Each symbol corresponds to a given organoid line. Values are normalized to Untreated Apc wt levels. Data are represented as means ± sem. One-way ANOVA test. ****P < 0.0001; ***P < 0.001; **P < 0.01; *P < 0.05; ns: not significant.

**Fig. 7:**
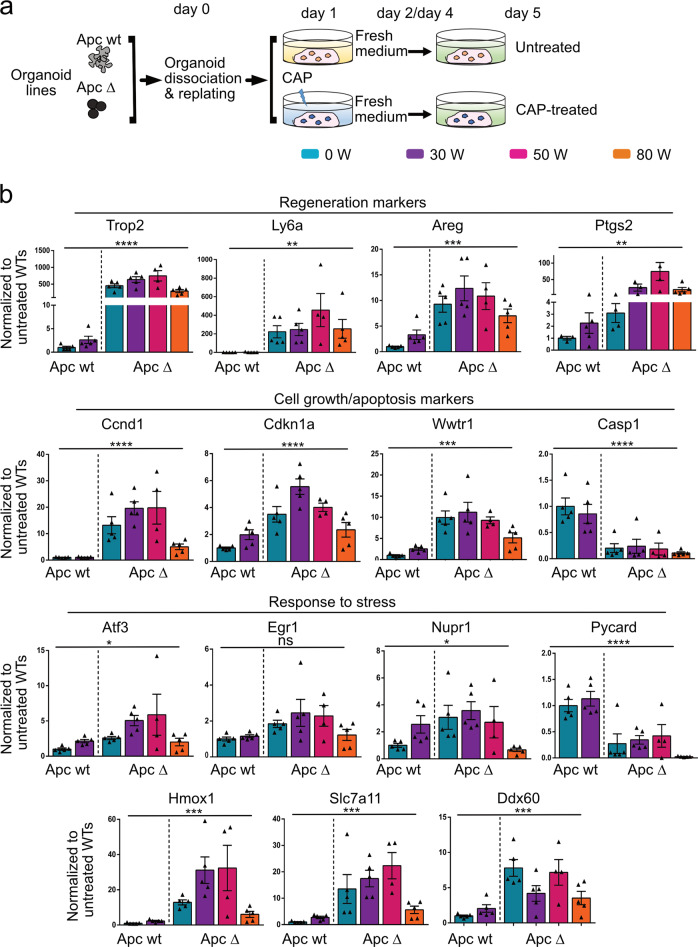
Apc-deficient-derived organoids exhibit increased resistance to CAP treatment as compared to normal intestinal stem cell-derived organoids. **a** Design of the experiment. See figure legend Fig. 6a. **b** Gene expression analysis by qRT-PCR of the indicated markers involved in regeneration, cell growth/apoptosis and response to stress. Each symbol corresponds to a given organoid line. Values are normalized to Untreated Apc wt levels. Data are represented as means ± sem. One-way ANOVA test. ****P < 0.0001; ***P < 0.001; **P < 0.01; *P* < 0.05; ns: not significant.

## Discussion

The present study demonstrated the relevance of a 3D organoid culture to investigate the biological effects of CAP on normal epithelial stem cells and tumor cells isolated from the mouse small intestine, and unexpectedly showed higher resistance of tumor organoids to CAP treatment.

First, we studied the parameters that determine CAP effects on cells and found that helium, the carrier gas, did not by itself alter organoid growth. We observed the toxic effect of direct CAP application to ISC cultures, showing dose-dependency as reported on various cancer lines [21]. To determine whether CAP treatment can induce a “bystander effect” as described in radiobiology, in which irradiated cells communicate stress via extracellular signaling to neighboring cells, we also analyzed the indirect application of CAP on organoids (Indirect CAP and PAM). In our experimental setting, organoid growth was similarly affected by the three conditions, indicating that the main effect of CAP was mediated by reactive species delivered in the culture medium, with a minor contribution of cellular components potentially released from the CAP-treated organoids. Our data also suggest that CAP-mediated cytotoxicity depends in part on long-lived reactive species (typically nitrites, hydrogen peroxide, ozone) since increased levels of nitrites were still detected 24 h after CAP treatment as compared to controls (Supplementary Fig. S3b). On the other hand, it is known that the nature of CAP-generated RONS is conditioned by the composition of the cell culture medium [22]. Organoid growth requires a complex medium, including several antioxidant supplements such as *N*-acetyl cysteine, glutathione, sodium pyruvate, and ascorbic acid [23–26]. We hypothesize that the presence of such antioxidants in the medium might have increased the threshold level needed to detect variations in the long-lived ROS species with the DCFH-DA probe (Supplementary Fig. S3b).

Moderate (50/60 W) to high (80 W) doses of CAP severely impacted ISC self-renewal and differentiation. Although ISCs express important levels of ROS scavenger enzymes (Supplementary Fig. S3e), previous studies have also reported that, under steady-state conditions, ISCs exhibit two-fold increased levels of ROS as compared to the rest of the epithelium [27]. Together, these data are in line with the hypothesis that the application of moderate-to-high CAP doses to ISCs reaches a redox status threshold above which toxic accumulation of RONS occurs, similar to what has been previously described for cancer cell lines [7, 8]; this ultimately induces DNA damage and cell death by apoptosis. Interestingly, moderate CAP dose also elicited an epithelial response with hallmarks of tissue regeneration, characterized by re-expression of a fetal signature, reported to be induced by a variety of insults in the gastrointestinal tract [18, 28–30]. As part of this fetal reprogramming, upregulation of genes coding for factors mainly released by the surrounding stromal compartment (Areg, Ptgs2, etc.), was observed in epithelial cells ex vivo. This suggests that, upon injury, the epithelium has the intrinsic potential to contribute to the repair process. In the same line, CAP treatment on murine cementoblasts has been reported to induce a regeneration process similar to that elicited by enamel matrix derivatives in vivo [31]. Moreover, CAP treatment induced a global response to oxidative stress in organoids that involved upregulation of RONS-associated transcription factors and effectors known to regulate intracellular ROS balance and reported to be activated upon CAP treatment [32–35].

A major observation of our study relates to CAP application effects on tumoral APC-deficient organoids. The potential of CAP treatment in oncology relies on a proposed selective targeting of cancer cells over healthy cells due to higher intracellular levels of ROS in malignant cells [36]. However, compared sensitivity of CAP was never performed on the same cell type and genetic background, with cells growing under the same culture conditions. This was addressed in the present study by comparing the impact of CAP application on normal “healthy” organoids and tumoral Apc-deficient organoids, the latter being used as a colorectal cancer (CRC) model. Contrary to our initial expectations, tumor organoids exhibited higher resistance to CAP treatment than healthy organoids. Such results could be explained, at least in part, by the fact that Apc-deficient organoids exhibited a much higher antioxidant response at baseline than ISC-derived organoids. The potential contribution of differential expression of aquaporins to CAP selectivity could be interesting to address in future studies.

In summary, the present study reveals the potential of organoid technology to further investigate the biological effects of CAP on normal and tumoral tissues. Indeed, organoid cultures faithfully reflect cell heterogeneity in epithelial tissues, they are as amenable to “Omics” studies as the cancer cell lines, and, from a translational point of view, they can be used to compare various CAP application settings. Our study highlights the importance of considering CAP toxicity on metabolically active resident stem cells in tissues, like the intestine, undergoing permanent self-renewal, in order to adjust the dose of treatment. Furthermore, CRC development is known to be a multistep process. Following the initial hit mutation in the Apc gene that leads to Wnt signaling overactivation, mutations deregulating other pathways (such as KRAS/TGFb and p53) sequentially accumulate in cancer cells, and correlate with cancer progression [37, 38]. Future studies will be needed to investigate the sensitivity of CAP treatment on tumor organoids bearing the aforementioned additional mutations in order to definitely elucidate the potential of CAP for personalized anti-cancer therapy.

## Materials and methods

### Experimental animals

Animal procedures complied with the guidelines of the European Union and were approved by the local ethics committee under the accepted protocol 631N. Adult mice were from the outbred CD1 strain (Charles River Laboratories). To obtain tumor-derived organoids, we crossed Tg(Vil1-cre/ERT2)^23Syr/J^ [39] and Apc^tm1Tyj/J^ designated Apc^flox^ [40]. Adult Vil-cre/ERT2/Apc^wt/wt^ and Vil-cre/ERT2/Apc^flox/flox^ were injected intraperitoneally for three consecutive days with tamoxifen (2 mg per 30 g of body weight) to induce recombination in the Apc locus and the small intestine was harvested 2–3 days after the last injection. Tamoxifen was dissolved in a sunflower oil/ethanol mixture (9:1) at 10 mg/ml (both products from Sigma-Aldrich).

### Ex vivo culture

To generate intestinal organoids, mouse adult small intestine was dissociated with 5 mM EDTA-in DPBS (Gilbco) according to the protocol reported in ref. [41]. Briefly, the culture medium consisted of Advanced-DMEM/F12 medium supplemented with 2 mM l-glutamine, N2 and B27 w/o vit. A, gentamycin, penicillin–streptomycin cocktail, 10 mM HEPES (all from Invitrogen), 1 mM *N*-acetyl cysteine (Sigma-Aldrich), 50 ng/ml EGF and 100 ng/ml Noggin (both from Peprotech), and 100 ng/ml CHO-derived mouse R-spondin 1 (R&D System). Culture medium was changed every other day and after 5–6 days in culture, organoids were harvested, mechanically dissociated, and replated in a fresh Matrigel matrix (catalog 356235 from BD Biosciences). Culture media were supplemented with 10 µM Y-27632 (Sigma-Aldrich) in all initial seeding and replating experiments for the first two days. Each organoid line was generated from an individual mouse (see Table 1 for detailed information). Pictures were acquired with a Moticam Pro camera connected to a Motic AE31 microscope.

**Table 1:** List of organoid lines used.

Organoid line	Mouse genotype	Age	Sex	Passage for experiments (figure number)
Line 1	Wild-type	2 months-old	F	p8 and p10 (1/3/4/5)
Line 2	Wild-type	2 months-old	F	p7 and p9 (1/3/4/5)
Line 3	Wild-type	2 months-old	F	p7 and p9 (1/3/4/5)
Line 4	Wild-type	2 months-old	F	p6 and p8 (1/3/4/5)
Line 5	Wild-type	2 months-old	M	p12 (2)
Line 6	Wild-type	2 months-old	M	p14 (2)
Line 7	Wild-type	2 months-old	F	p2 (2)
Line 8	Wild-type	2 months-old	F	p2 (2)
Line 9	VilCreERT2 Heterozygous/Apc Wild-type	2 months-old	F	p2 (6/7)
Line 10	VilCreERT2 Heterozygous/Apc Wild-type	2 months-old	M	p3 (6/7)
Line 11	VilCreERT2 Heterozygous/Apc Wild-type	2 months-old	M	p3 (6/7)
Line 12	VilCreERT2 Heterozygous/Apc Wild-type	2 months-old	M	p2 (6/7)
Line 13	VilCreERT2 Heterozygous/Apc Wild-type	2 months-old	M	p2 (6/7)
Line 14	VilCreERT2 Heterozygous/Apc Wild-type	2 months-old	F	p2 (6/7)
Line 15	VilCreERT2 Heterozygous/Apc Δ	2 months-old	M	p3 (6/7)
Line 16	VilCreERT2 Heterozygous/Apc Δ	2 months-old	M	p2 (6/7)
Line 17	VilCreERT2 Heterozygous/Apc Δ	2 months-old	F	p2 (6/7)
Line 18	VilCreERT2 Heterozygous/Apc Δ	2 months-old	F	p3 (6/7)
Line 19	VilCreERT2 Heterozygous/Apc Δ	2 months-old	F	p3 (6/7)

### Cold atmospheric plasma treatment

The cold plasma source was an endoscopic plasma jet allowing for the generation and transport of CAP over long distances as described in our previous work [42]. It consists of a tubular DBD chamber made of quartz supplied with helium gas and surrounded by a high-voltage electrode. The power-control source was an AFS (G10S-V) generator, delivering an 18 kHz sinusoidal signal. The discharge chamber was plugged into a polytetrafluoroethylene (PTFE) tube (outer diameter 3 mm, wall thickness 0.75 mm) transporting the plasma post-discharge over >2 m. An electrically floating copper wire (diameter 0.2 mm) was inserted partially into the dielectric chamber and extended almost until the end of the PTFE tube (5 mm before its end) to allow the maintenance of active plasma for several meters and to sustain a plasma plume at the outlet for potential endoscopic treatment. Treatment was performed under a laminar flow hood using a 1.6 lpm helium flow; thus RONS were created by the mixing of CAP with ambient air [42]. The power values (0, 30, 50, 60, or 80 W) were set on the AFS-generator. The catheter was placed vertically on a designated test bench. The tip of the catheter was placed at 3 cm from the top of the 12-well plate containing the media to be treated, i.e., the length of the plasma plume. This distance was set based on the study of optical and electrical characteristics of the device [42]. This allowed plasma-generated RONS to reach the medium without the plasma plume touching it, avoiding any electrical connection that would have increased current and RONS creation in a less controlled manner [42].

Fully-grown organoid cultures were dissociated by mechanical pipetting and replated on Matrigel in 12-well plates (VWR, Belgium). Twenty-four hours later, CAP was applied vertically on organoid cultures at room temperature. Each well was placed successively under the plasma plume for 30 or 60 s. During treatment, the other wells were protected by a designated cover plate to avoid unwanted RONS diffusion to neighboring wells. Following exposure to CAP, treated samples were placed back at 37 °C in a 5% CO_2_ incubator (Binder C150) and the medium was changed as indicated in the results section and different endpoints were applied. Quantification of cell viability and organoid morphology was performed in single-blinded. Experiments were performed twice on *n* = 14, 8, and 11 organoid lines for plasma dose effect, application method, and genotype effect, respectively.

### Tissue processing and immunohistochemical analysis

Organoid culture samples were fixed with 10% formalin solution, neutral buffered (Sigma-Aldrich) for 20 min at room temperature then sedimented through 30% sucrose solution before OCT embedding. Histological protocols, as well as immunofluorescence/histochemistry experiments on 6 µm sections, were carried out as previously described [43]. Table 2 lists primary antibodies, TUNEL assay kit, and DAPI used. Stained samples were visualized with a DMI600B epifluorescence microscope equipped with a DFC365FX camera (Leica). The number of independent organoid cultures obtained from individual adult mice used for each experiment is reported in figures and in figure legends.

**Table 2:** List of material used for immunostainings, in situ hybridization, and qRT-PCR experiments.

Antibodies	Catalog number	Manufacturer
Immunostainings		
Goat anti-Trop2	AF650	R&D systems
Mouse anti-Beta catenin	610154	BD transduction laboratories
Rabbit anti-Olfactomedin 4	#14369	cell signaling tech
TUNEL assay	12156792910	Roche
DAPI	D9542	Sigma-Aldrich
**Gene**	**Catalog number**	**Manufacturer**
RNAscope probes		
* m Areg*	430501	Advanced cell diagnostics
* m Axin 2*	400331	Advanced cell diagnostics
* m Hmox1*	498811	Advanced cell diagnostics
* m Lgr5*	312171	Advanced cell diagnostics
* m Pparg*	513371	Advanced cell diagnostics
* m Pycard*	439581	Advanced cell diagnostics
**Gene**	**Forward primer**	**Reverse primer**
qPCR primers		
* Aqp1*	AGCTGGTACTGTGCGTTCTG	GTAGTCAATCGCCAGCAGGT
* Aqp3*	TGCCTTGCGCTAGCTACTTT	GAAGCATCTCCCCACAACGA
* Aqp4*	TGCCCGTAATCTGACTCCCA	AATGTCCACACTTACCCCACC
* Aqp5*	ATTGGCTTGTCGTCGGTCACACT	CCAGAAGACCCAGTGAGAGG
* Areg*	GCGAATGCAGATACATCGAGAA	CGCTGTGAGTCTTCATGGATTTT
* Atf3*	GTCACCAAGTCTGAGGCGG	GTTTCGACACTTGGCAGCAG
* Axin2*	TGACTCTCCTTCCAGATCCCA	TGCCCACACTAGGCTGACA
* Casp1*	GACTGGGACCCTCAAGTTTTGCCC	CACCACCCTTCAGGATGGCCT
* Ccnd1*	CCTGCTACCGCACAACGCAC	GCCTGGCGCAGGCTTGACTC
* Cdkn1a*	ATCCTGCAAGAGGCCTGGAGAGG	CACGAGGTCGGACGCCTATGGA
* Chga*	TCCCCACTGCAGCATCCAGTTC	CCTTCAGACGGCAGAGCTTCGG
* Ddx60*	AGTGATGAGCCTTTGTTGAGGA	TCGTTCATGATGGCATCTCCC
* Egr1*	GAGCACCTGACCACAGAGTC	GCGGCCAGTATAGGTGATGG
* Hmox1*	CATAGCCCGGAGCCTGAATC	CAAATCCTGGGGCATGCTGT
* Hopx*	GTGCCTGCGATCTTGGTGGCT	GCCTGACCTTACGTCTGTCCCG
* Lgr5*	CCTACTCGAAGACTTACCCAGT	GCATTGGGGTGAATGATAGCA
* Ly6A*	GAAAGAGCTCAGGGACTGGAGTGTT	TTAGGAGGGCAGATGGGTAAGCAA
* Lyz1*	GAGACCGAAGCACCGACTATG	CGGTTTTGACATTGTGTTCGC
* Muc2*	ATGCCCACCTCCTCAAAGAC	GTAGTTTCCGTTGGAACAGTGAA
* Nupr1*	AATACCAACCGCCCTAGCC	TGTGGTCTGGCCTTATCTCC
* Olfm4*	CAGCTGCCTGGTTGCCTCCG	GGCAGGTCCCATGGCTGTCC
* Ptgs2*	CTGACCCCCAAGGCTCAAAT	TTTAAGTCCACTCCATGGCCC
* Pycard*	GAGCAGCTGCAAACGACTAA	CTGGTCCACAAAGTGTCCTGT
* Rpl13*	CCCGTGGCGATTGTGAA	TCATTGTCCTTCTGTGCAGGTT
* Sis*	TTCAAGAAATCACAACATTCAATTTACTAG	CTAAAACTTTCTTTGACATTTGAGCAA
* Slc7a11*	AGCTAACTGACTGCCCCTGG	ACTCAGAGGTGTGTTTCAGCC
* Trop2*	AGAACGCGTCGCAGAAGGGC	CGGCGGCCCATGAACAGTGA
* Wwtr1*	CGGTTCCGGGGATGTAAGAG	GAACTGACGAGCTGGAACCC
* Ywhaz*	TGCAACGATCTACTGTCTCTTTTG	CGGTAGTAGTCACCCTTCATTTTCA

### Gene expression analysis

qRT-PCR was performed on total RNA extracted from organoid cultures as reported [44]. Expression levels of target genes were normalized to that of reference genes (*Rpl13*, *Ywhaz*). Table 2 lists the primers used for qPCR studies. In situ hybridization experiments were performed according to manufacturer instructions with the RNAscope kit (ACD-Biotechne) (probes listed in Table 2). Stained samples were visualized with a Nanozoomer digital scanner (Hamamatsu).

### RNAseq and gene set enrichment analysis (GSEA)

RNA quality was checked using a Bioanalyzer 2100 (Agilent technologies). Indexed cDNA libraries were obtained using the Ovation Solo (NuGen) or the NEBNext RNA-Seq Systems following manufacturer recommendations. The multiplexed libraries were loaded onto a NovaSeq 6000 (Illumina) using an S2 flow cell and sequences were produced using a 200 Cycle Kit. Paired-end reads were mapped against the mouse reference genome GRCm38 using STAR software to generate read alignments for each sample. Annotations Mus_musculus.GRCm38.90.gtf were obtained from ftp.Ensembl.org. After transcripts assembling, gene-level counts were obtained using HTSeq. Differentially expressed genes were identified with EdgeR method and further analyzed using GSEA MolSig (Broad Institute) [45]. Heatmaps were generated using Heatmapper [46] and common signature genes were identified using Venny 2.0 [47].

### Detection of reactive species

Detection of reactive species was performed in organoid culture supernatants 24 h after CAP treatment, as described in ref. [22]. Nitrite concentration was measured using a colorimetric assay with the Griess reagent. Absorbance was determined at 570 nm using the iMark Microplate reader (BioRad). Global ROS were detected using the reporter 2′,7′-dichlorodihydrofluorescein diacetate (DCFH-DA, D6883 Sigma-Aldrich). The emitted fluorescence of oxidized DFC was detected at 528 nm using the Microwin software on Mithras LB940 reader (Berthold Technologies).

### Statistical analysis

Statistical analyses were performed with Graph Pad Prism 5. All experimental data are expressed as mean ± s.e.m. unless indicated in Figure legends. The significance of differences between groups was determined by appropriate parametric or non-parametric tests as described in the text or Figure legends.

## Supplementary information

Supplementary figures text summary

Hadefi et al Supplementary figures-revised ms.pdf

Detailed contribution of authorship

nature-manuscript-checklist-research file filled

Supplementary Table 1

## Data Availability

The data sets generated and analyzed during the current study are available in the GEODATASET repository [GEO Accession GSE 178148]. Some data sets analyzed during this study were included in a published article [48] and are available in the GEODATASET repository [GSE 135362].

# Supplementary material for: Cold atmospheric plasma differentially affects cell renewal and differentiation of stem cells and APC-deficient-derived tumor cells in intestinal organoids
**Source:** Cell Death Discov. 2022 Feb 15;8:66. doi: 10.1038/s41420-022-00835-7
**Supplement:** Supplementary file 1 — Supplementary figures text summary

**COLD ATMOSPHERIC PLASMA DIFFERENTIALLY AFFECTS CELL RENEWAL AND DIFFERENTIATION OF STEM CELLS AND APC-DEFICIENT-DERIVED TUMOR CELLS IN INTESTINAL ORGANOIDS**

**Hadefi et al.**

**SUPPLEMENTARY FIGURES Content**

**Figure S1. Impact of the CAP application method on organoid morphology.**

**Figure S2. Impact of the CAP application method on global gene expression of intestinal organoids.**

**Figure S3. Apc deficient-derived organoids exhibit increased resistance to CAP treatment as compared to normal intestinal stem cell-derived organoids.**

# Supplementary material for: Cold atmospheric plasma differentially affects cell renewal and differentiation of stem cells and APC-deficient-derived tumor cells in intestinal organoids
**Source:** Cell Death Discov. 2022 Feb 15;8:66. doi: 10.1038/s41420-022-00835-7

**COLD ATMOSPHERIC PLASMA DIFFERENTIALLY AFFECTS CELL RENEWAL AND  
DIFFERENTIATION OF STEM CELLS AND APC-DEFICIENT-DERIVED TUMOR CELLS  
IN INTESTINAL ORGANOID**

**Hadeifi et al.**

**SUPPLEMENTARY FIGURES Content**

**Figure S1. Impact of the CAP application method on organoid morphology.**

**Figure S2. Impact of the CAP application method on global gene expression of intestinal organoids.**

**Figure S3. Apc deficient-derived organoids exhibit increased resistance to CAP treatment as compared to normal intestinal stem cell-derived organoids.**

**Figure S1. Impact of the CAP application method on organoid morphology.** **a.** CAP-conditioned media and PAM generated by treatment with 50 W for 60 s at day 1 were applied directly to organoid cultures at day 2 post-replating for 24 hours (until day 3). **b.** Representative pictures of a given field showing growth of organoids at day 2 (before CAP application) and day 3 (endpoint of the experiment). Triangles show individual elements evolving as protruded organoids and spheroids in untreated and CAP-treated cultures, respectively. Right panels: insets of the pictures at day 3. Scale bars: 500  $\mu$ m. **c.** Quantification of organoid complexity at day 3. An average number of 100 elements was analyzed over time per condition per organoid line (n= 4 organoid lines). Data are represented as means  $\pm$  sem. Two-way ANOVA: interaction \*\*  $P < 0.01$  followed by Dunnett's multiple comparisons test: \*\*\*  $P < 0.001$ , \*\*  $P < 0.01$ , \*  $P < 0.05$ , ns not significant (all compared to untreated).

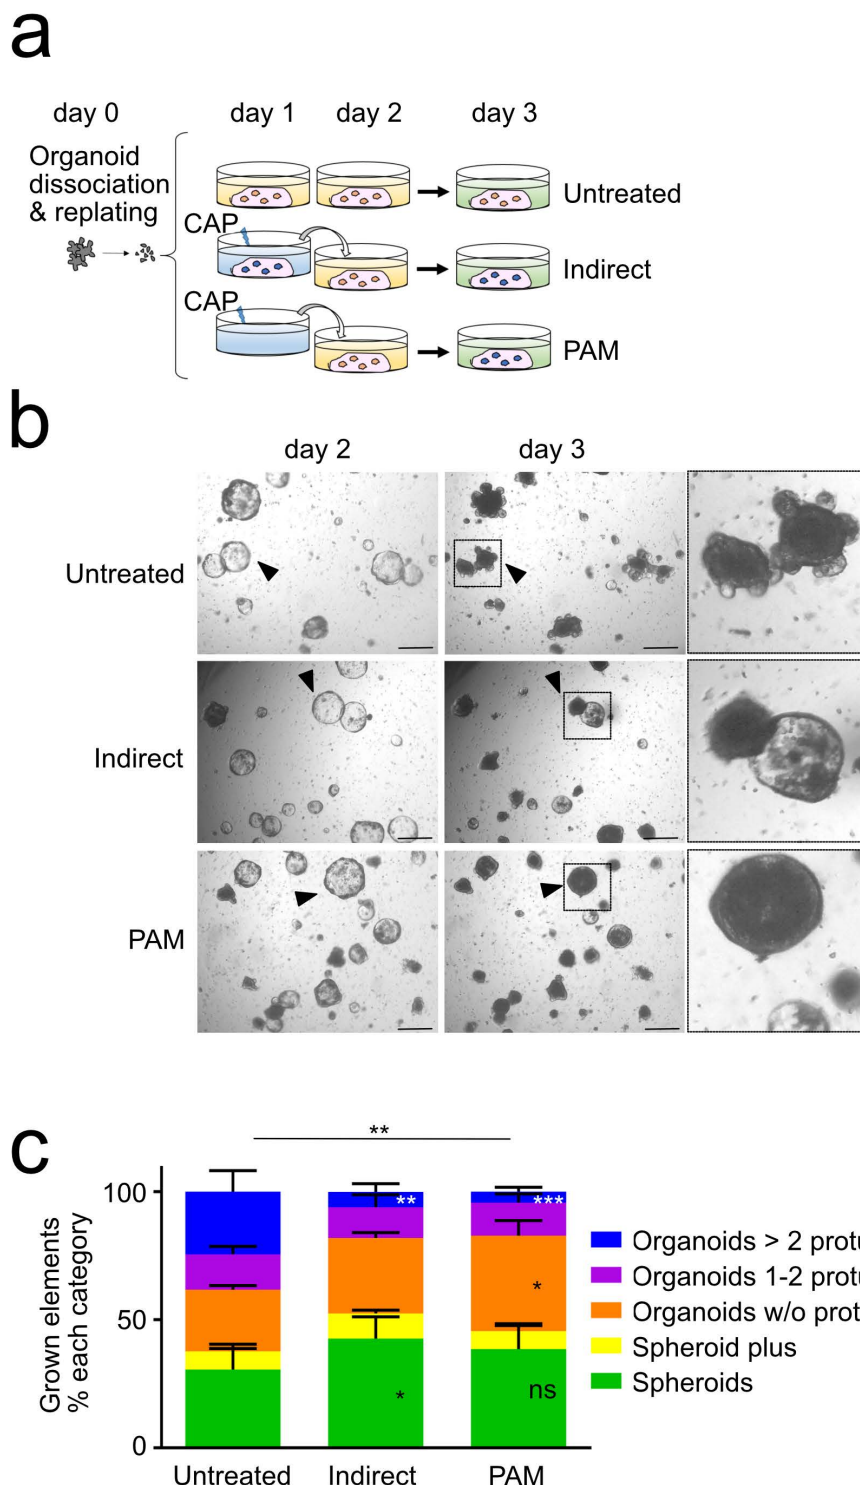

**Figure S2. Impact of the CAP application method on global gene expression of intestinal organoids.** **a.** Heatmap of the most differentially regulated genes in CAP-treated versus Untreated (Controls) organoids at the early time post-treatment (30 min). **b.** Expression levels of Cys metabolism-, cell signaling-, inflammation- and cytoskeleton organization-associated genes in the various conditions. Data are represented as means  $\pm$  sd. n = 4 and 3 samples in Controls and CAP-treated conditions, respectively. CP20M: counts per kilobase of transcript per 20 million mapped reads.

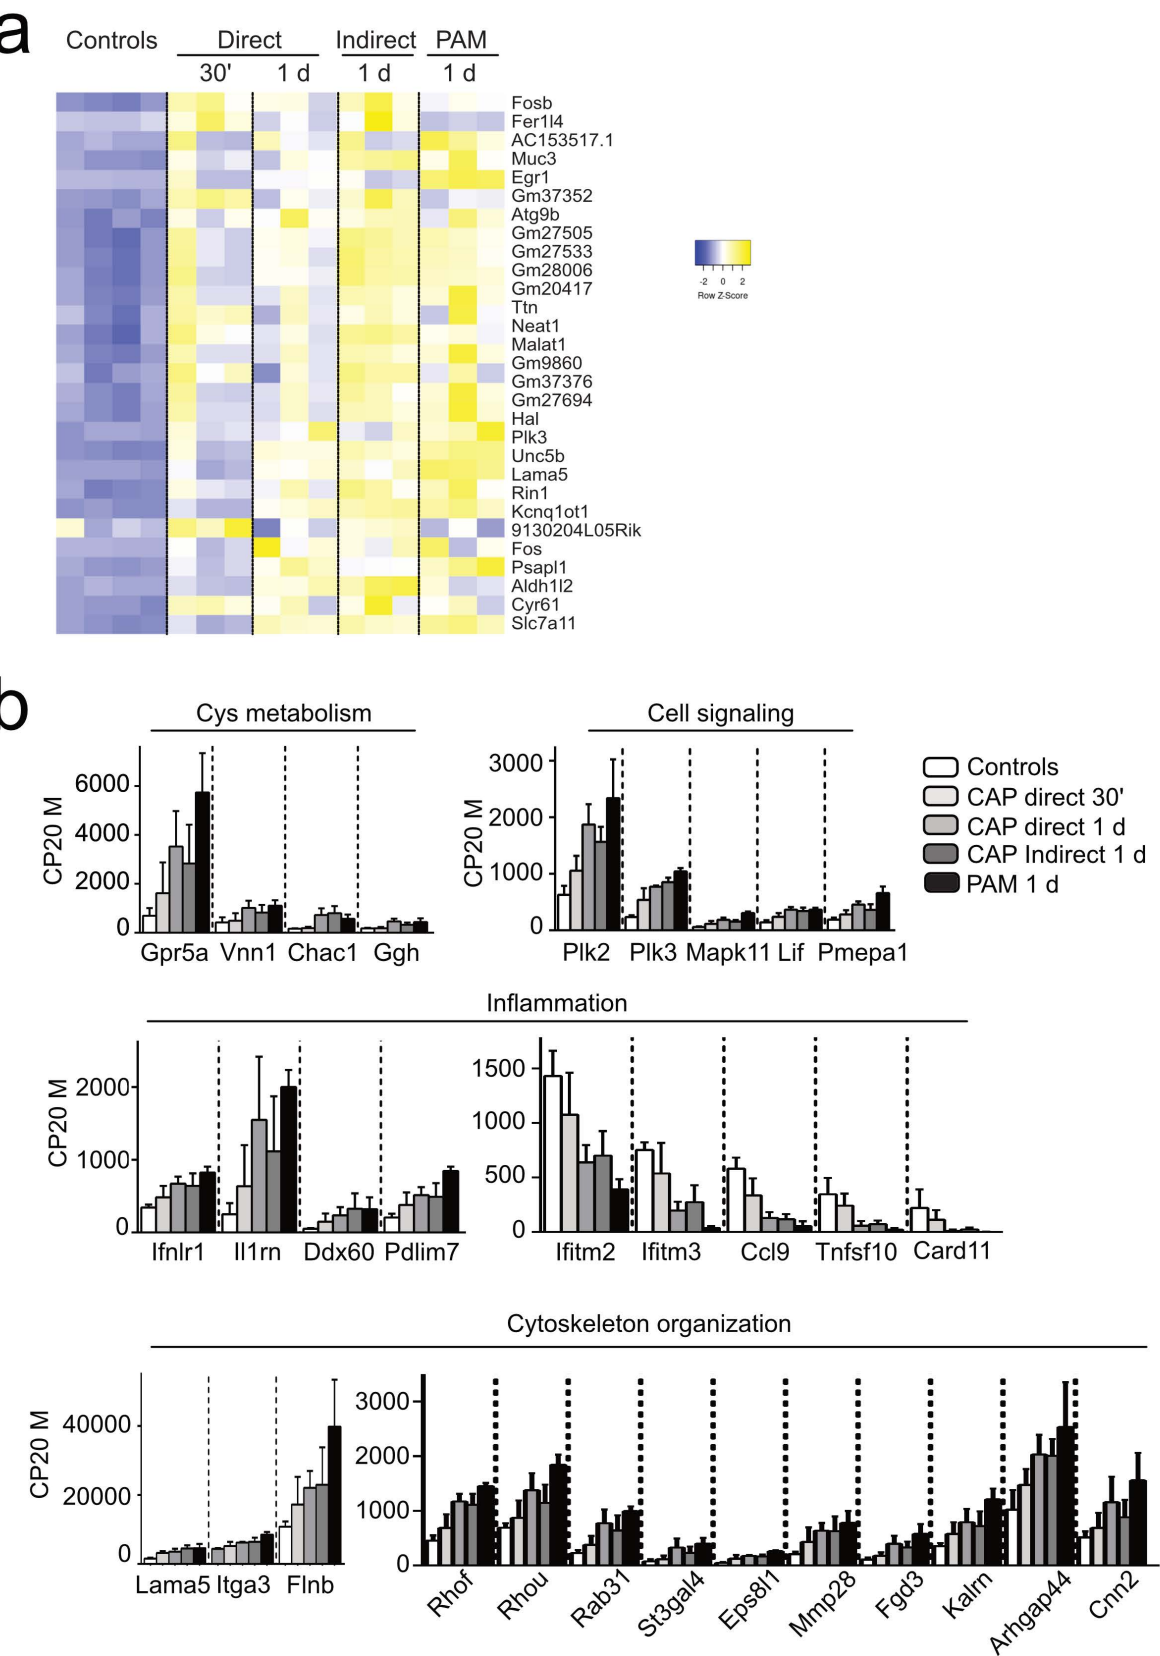

**Figure S3. Apc deficient-derived organoids exhibit increased resistance to CAP treatment as compared to normal intestinal stem cell-derived organoids.**

**a.** Organoid growth of Apc wt and Apc crypts upon initial seeding in culture media containing ENR (EGF, Noggin, Rspodin1) or EN (EGF, Noggin). Representative pictures of a given field showing organoid morphology at day 1 and day 4. Apc  $\Delta$  organoid efficiently grow in EN conditions as compared to Apc wt organoids. Scale bars: 500  $\mu$ m. **b.** Measurement of reactive species in culture supernatants of Apc wt and Apc  $\Delta$  organoids 24 hours after direct CAP treatment or PAM at the indicated doses. DCFDA dye was used to measure ROS levels. A.U. Arbitrary Units. Each symbol corresponds to a given organoid line. Note that measurements of PAM were done in triplicate. Data are represented as means  $\pm$  sem. One-way Anova test. \*\*\*\*  $P < 0.0001$ . **c.** Expression levels of aquaporin-encoding genes. Left panel: Aqp expression in Lgr5+ve ISC. Data were analyzed from the Gene Expression Omnibus GSE135362 dataset; Right panel: Aqp expression in control and CAP-treated organoids (this work). CP20M: counts per kilobase of transcript per 20 million mapped reads (n =2 samples). **d.** Gene expression analysis by qRT-PCR of Aquaporins in Apc wt and Apc  $\Delta$  organoids. Each symbol corresponds to a given organoid line. Values are normalized to Untreated Apc wt levels. Data are represented as means  $\pm$  sem. One-way Anova test. \*\*\*\*  $P < 0.0001$ ; \*\*\*  $P < 0.001$ . **e.** Expression levels of ROS scavenger enzymes in Lgr5+ve ISC. Data were analyzed from the Gene Expression Omnibus GSE135362 dataset. CP20M: counts per kilobase of transcript per 20 million mapped reads (n =2 samples).

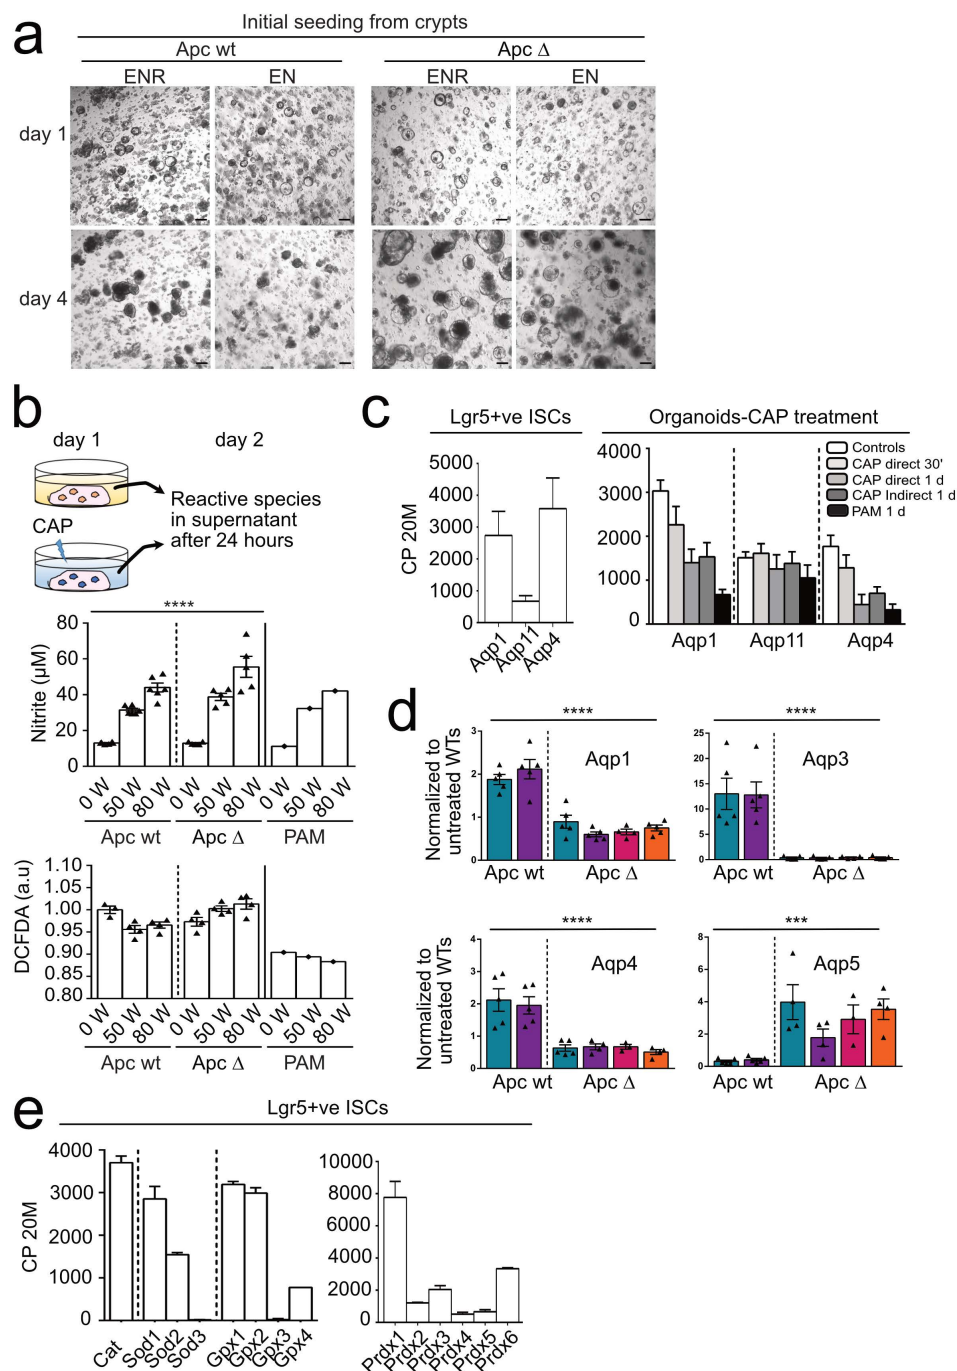

**Supplement:** Supplementary file 2 — Hadefi et al Supplementary figures-revised ms.pdf

# Supplementary material for: Cold atmospheric plasma differentially affects cell renewal and differentiation of stem cells and APC-deficient-derived tumor cells in intestinal organoids
**Source:** Cell Death Discov. 2022 Feb 15;8:66. doi: 10.1038/s41420-022-00835-7
**Supplement:** Supplementary file 3 — Detailed contribution of authorship

**Detailed contribution of authorship**

Section 1 : General terms

AH, ML, OB, MT: study concept and design, acquisition of data, analysis and interpretation of data, statistical analysis, drafting of the ms

AL, FL generated data

JD, AN, AD, FR: study concept and design, study supervision, critical revision of the ms, obtained funding

MIG: study concept and design, acquisition of data, analysis and interpretation of data, statistical analysis, drafting of the ms, study supervision, obtained funding

Section 2 : Figure contribution

***Figure 1***

MT, OB generated the data for panels c,d and prepared panel a

ML generated the data for panels c/d

MIG prepared panel b and assembled the figure

***Figure 2***

ML generated the data for panels b, c, d, e

MT, OB generated the data for panels b, c, d

AH prepared panels d, e

AL, FL generated the data for panels d

MIG prepared panel a, generated the data of panel c and assembled the figure

***Figure 3***

AH prepared the panels a, b, d

ML generated the data for panels c and d

MIG prepared panels c, d and assembled the figure

***Figure 4***

AH prepared the panel a

ML generated the data for panel b

MIG prepared panel b and assembled the figure

***Figure 5***

AH prepared the panel a and b

ML generated the data for panels c and d

MIG prepared panels c, d and assembled the figure

***Figure 6***

AH, ML, MT, OB generated the data for panels b, c, d

MIG prepared panels a, b, c, d and assembled the figure

***Figure 7***

AH, ML, MT, OB generated the data for panel b

MIG prepared panels a, b and assembled the figure

***Supplementary Figure S1***

ML, MT, OB generated the data for panels b, c

MIG prepared panel a, generated the data of panel c and assembled the figure

***Supplementary Figure S2***

ML, AH, MT, OB generated the data for panels a, b

AH prepared panels a, b

MIG assembled the figure

***Supplementary Figure S3***

ML generated the data for panel a, b, d

MT, OB generated the data for panels b, d

AH prepared panels c, e

MIG prepared panel b, d and assembled the figure

# Supplementary material for: Cold atmospheric plasma differentially affects cell renewal and differentiation of stem cells and APC-deficient-derived tumor cells in intestinal organoids
**Source:** Cell Death Discov. 2022 Feb 15;8:66. doi: 10.1038/s41420-022-00835-7
**Supplement:** Supplementary file 4 — nature-manuscript-checklist-research file filled

# Nature manuscript checklist

Manuscript number. CDDISCOVERY-21-2896R...

Author name . . Hadeji et al. ....

Article type . . Research article. ....

The following checklist is intended to aid the publication of your manuscript. Please read through the list carefully and amend your manuscript as appropriate. To avoid delays in the production process, please complete and return this sheet with the final version of your manuscript.

## TEXT

Nature will edit text to conform to house style and for clarity and accessibility. Please check the following points, if applicable, when preparing the final version of your manuscript.

- ☒ Title no longer than 75 characters (including spaces) - ☒ Summary paragraph referenced and ideally no more than 200 words
- ☒ Online-only Methods provided as part of the main text file
- ☒ References as agreed limit
- ☒ Abbreviations and symbols defined on first use
- ☒ Italic font used for variables, genes and non-English languages; bold font for vectors
- ☒ Equations and special characters in Word in 'normal text' or Symbol font (Word Equation Editor avoided where possible)
- ☒ Brief title provided for each figure, table and box
- ☒ Figure legends no more than 300 words each
- ☒ Legends for Extended Data Figures included in the main text file after the online-only Methods
- ☒ Author contribution statement included (a statement of responsibility that specifies the contribution of every author; see [https://www.nature.com/authors/editorial\\_policies/authorship.html](https://www.nature.com/authors/editorial_policies/authorship.html))
- ☒ Declaration and listing of any financial or non-financial competing interests included in manuscript ([https://www.nature.com/authors/editorial\\_policies/competing.html](https://www.nature.com/authors/editorial_policies/competing.html))
- ☒ Database accession numbers included for sequences determined
- ☒ Structure data in Nature standard tables

## FOR TEX USERS

Word or rtf formats are preferred. Such formats enable on-screen subediting and the preparation of a 'pre-proof', when the editing can be checked before formal page proofs are prepared. If you have prepared your paper using TeX/LaTeX, please convert to PDF format and upload the PDF file in addition to the single .tex file at submission. We will convert the .tex file to Word and require the PDF for cross-reference purposes in case anything is unclear.

All textual material of the paper (including references, tables, figure captions, online methods, etc.) should be in electronic form, as a single .tex file.

Contact our subeditors at  for further help and advice on preparing text for publication.

## ARTWORK — PRINT-ONLY FIGURES

Nature will edit figures to conform to house style and for clear reproduction in print. Standard figure sizes are 89 mm wide (single column) and 183 mm wide (double column); figures can also be a column-and-a-half width

where necessary (120–136 mm). Please check the following points when preparing your figures.

## Electronic figure formats

- ☒ Preferred file formats for line (or vector) artwork and graphs are unflattened EPS, postscript, PDF and Illustrator (AI) files
- ☒ Preferred file formats for photographic images are TIFF and Photoshop (minimum resolution 300 dpi). If you have created images with separate components on different layers, please send us the Photoshop file (.psd) with the layers intact
- ☒ For detailed guidelines and a full list of acceptable electronic formats, see <https://www.nature.com/documents/nature-final-artwork.pdf>

## When preparing and sending figures

- ☒ Text in an editable format and in sans serif font (Helvetica, Arial)
- ☒ Text and lines clearly visible when figure is sized for page: type size 6–8 point; lines preferably 0.5 point (0.18 mm)
- ☒ Colour artwork supplied in RGB (recommended) or CMYK formats
- ☒ Suggestions for cover artwork submitted, if desired
- ☒ Licence/permission obtained for any republished/redrawn illustrations

Email our art editors at  for further help and advice.

## ARTWORK — EXTENDED DATA DISPLAY ITEMS

- ☒ Nature does not edit these figures. Please ensure that you have followed our guidelines as closely as possible before submission (see <https://www.nature.com/documents/nature-extended-data.pdf>). All Extended Data files supplied as 300 ppi images, saved as **EPS, JPEG or TIFF file formats only**, with colour images in RGB (recommended) or CMYK formats, and with each display item not more than 10 MB.

## SUPPLEMENTARY INFORMATION

Nature does not edit online-only material. Please check the following points when preparing Supplementary Information:

- ☒ Discrete items of the Supplementary Information (for example, videos) referred to at an appropriate point in the printed text
- ☒ Separate text file ('SI Guide') provided with a brief description (file format and content, video legends) of each item
- ☒ We recommend that all Supplementary Information is supplied as a single PDF file, where possible.
- ☒ File size within the permitted limits for Supplementary Information.

See <https://www.nature.com/nature/for-authors/supp-info> for advice on preparing Supplementary Information.

E-mail  if you have additional queries.

How the deposited data were processed for this re-analysis (not part of the article)

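RNA-seq was analysed for 22 libraries of mouse duodenal organoids, 4 untreated and 3 in each of 6 groups treated with cold atmospheric plasma (CAP). The authors aligned the reads with STAR to GRCm38, counted them with HTSeq and tested them with edgeR. The values the authors deposited are a score per gene and library, which the paper calls CP20M. They are read counts scaled by the authors to 20 M (M for mega) per library and rounded up, and they are not divided by gene length. The raw counts were not used here, and the tests for counts that the authors used were not run.

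Genes were matched by Ensembl identifier to GENCODE vM21 on GRCm38, which held 52489 of the 52636 deposited genes (99.7%). The number of reads behind each library was estimated from the spacing of its low values, at between 19.4 and 28.7 M (median 22.5). At 20 M reads a value near 10 stands for about 10 reads, so counting error alone is large at the filter limit. No library was a copy of another in 24 pairs of replicates checked.

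Values were tested as log2(value + 1) with limma's trended moderated test, in R 4.3.3 with limma 3.58.1, over genes with a value of 10 or more in at least 3 of the libraries fitted. The threshold was a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change of at least 1 either way. Figures and sequence comparisons were made with Python 3.11.15 and matplotlib 3.10.9. The method was tested on simulated data with 200 changed genes, of which 200, 199 and 200 were found in the 3 designs, with 1, 4 and 3 false calls. The changes were large, with a median size of 1.99, 1.99 and 2.00 on the log2 scale, in genes well above the filter. Spread between libraries was preset, and no effect of the organoid line was simulated. The test therefore does not show how many smaller changes would be found in the real libraries.

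The main comparison set direct CAP for 24 h, indirect CAP from day 1 and PAM from day 1 (9 libraries) against untreated (4 libraries). Each treated group was compared with the untreated libraries, and PAM from day 1 and indirect CAP from day 1 were compared with direct CAP for 24 h. Samples with the same replicate number come from the same organoid line. The median correlation after removing group means was 0.536 between libraries of the same line and -0.306 between lines, so the line was used as a replicate block in an alternative. For the untreated libraries of lines 1 and 2 the pairing is in doubt, as their median correlation was 0.131 with their own line and 0.422 with the other.

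The alternatives set before the data were examined were quantile normalization, a pseudocount of 10, no filter, all 7 groups in one fit, the replicate block, an adjusted p under 0.05 with no minimum fold change, other sets of treated groups, and leaving out each library in turn. Gene lists were tested with limma's camera at a correlation of 0.01 between genes, with fry and an estimated correlation beside it. The genes named are those the paper names for the RNA-seq in its text and figures, the ROS scavengers and mitochondrially encoded genes of Supplementary Table 1, the quantitative PCR panel of Table 2, 5 sex-linked genes, and the 5 largest rises and 5 largest falls past the threshold with all treated libraries on one side of all untreated libraries. Stainings, quantitative PCR, the published stem cell signature, the enrichment terms and the data on isolated stem cells are not analysed here, and results for some of the named genes are not reported.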

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

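The tests of the authors' scaling, of windows shared by Gm45912 and Olfr1532-ps1 and of the interferon list against 9130208D14Rik were chosen only after the result was seen, and the others before.

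In 4 of 195 groups of values tested, 1 library stood far from the others, where chance gives about 9.75, and all 4 were groups of untreated libraries. Axin2 was 5951 in line 1 against 4158 to 4349 in the others, Unc5b was 394 in line 2 against 522 to 543, Nupr1 was 539 in line 4 against 194 to 219, and Lif was 194 in line 3 against 122 to 130. That is fewer than chance gives. No biological explanation was tested.

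Nupr1 rose more with indirect CAP from day 2 than from day 1, by 2.76 on the log2 scale (adjusted p = 0.00669), as did AC138214.1 by 3.87 (adjusted p = 0.00669). In that comparison 2 genes were past the threshold and 3906 had an unadjusted p under 0.05. Over indirect CAP and PAM together, 734 genes were past the threshold for day 2 against day 1, 385 lower and 349 higher, and 1136 with the line as a replicate block. For PAM alone 0 were, with 4651 at an unadjusted p under 0.05. The comparisons of indirect CAP alone and of PAM alone were fitted only without the line as a replicate block. The numbers they would give with the block are therefore open. The labels give 0.5 h of exposure from day 1 and 24 h from day 2, and the paper gives 24 h for both. In the paper's design, cultures exposed from day 1 then had fresh medium for 24 h, while those exposed from day 2 were exposed until the end. The medium given at day 2 had also been made at day 1. The day, the labelled exposure, the time in fresh medium and the age of the treated medium therefore change together. The 734 genes cannot be assigned to any of these.

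The paper does not discuss 9130208D14Rik, whose log2 fold change was -3.58 after CAP for 24 h from day 1, or Prelp, at -4.25. Of 9 falling neighbours of 9130208D14Rik, 7 share 100-base windows with it, so their falls may in part be the same reads. Gm45912 and Olfr1532-ps1 share 0 windows with it and fell as well, which argues against reads of the same sequence for these. Gm45912 ends at 105823806, and 9130208D14Rik starts at 105824223 on the same strand. The SD of their log2 ratio was 0.282, where 9130208D14Rik itself had an SD of 2.41. Windows cannot exclude reads from a transcript that spans both, so the fall of Gm45912 may not be separate. For a fall of the interferon response as a whole, 17 of the 18 genes tested in that list were higher, with a median of 0.95. This rise does not hold under fry (adjusted p = 0.0556), so the list shows no fall but does not settle the point. The biological cause stays open.

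Gml, Col26a1, Pcdhac2 and Krt79 rose by fitted log2 fold changes of 4.17, 4.06, 3.98 and 3.90. Col26a1 is listed at 0 in the 4 untreated libraries, and a fitted value from that level depends on the pseudocount. Over all calls of this comparison, 92.7% stayed past the threshold in the same direction after each library's trend with GC content and gene length was removed, and 81.7% with quantile normalization. The 10 highest genes took at most 6.19% of any of these libraries. These values argue against GC content, length, the scaling and a few abundant genes as the whole cause, and a response to CAP is a hypothesis found and tested on the same data.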

How the results depend on the processing

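The number of genes past the threshold after CAP for 24 h from day 1 stayed between 912 and 1479 under quantile normalization, a pseudocount of 10, no filter, all 7 groups in one fit, the replicate block and all 24 h exposures. It was 6187 at an adjusted p under 0.05 with no minimum fold change, 678 with all 6 treated groups, 161 for genes past the threshold in each of the 3 groups and 1811 in at least 1 of them. These sets ask for different things by construction. Leaving out 1 library gave 651 (without untreated replicate 1) to 1309 genes.

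At an adjusted p under 0.05 with no minimum fold change, which is a looser threshold, there were 2995 genes for direct CAP for 24 h, 3662 for indirect CAP from day 1, 7819 for indirect CAP from day 2, 7253 for PAM from day 1, 8419 for PAM from day 2 and 44 for PAM from day 1 against direct CAP. Leaving out 1 library gave 34 (without direct_1d replicate 1) to 377 genes for direct CAP for 24 h, 25 (without untreated replicate 2) to 110 for indirect CAP from day 1, 1357 (without indirect_2d replicate 4) to 2185 for indirect CAP from day 2, 1134 (without PAM_1d replicate 4) to 1668 for PAM from day 1 and 2201 to 2946 for PAM from day 2. The cause was not tested.

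For direct CAP for 30 min, the 1 gene became 0 with the replicate block and from 0 to 0 in the leave-one-out fits, with 4415 genes at an unadjusted p under 0.05 in the full comparison. For PAM from day 1 against direct CAP, 0 became 58 with the replicate block and from 0 to 0 in the leave-one-out fits. The cause was not tested.

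The median of the S phase list was -0.74 and that of the G2/M list -0.59. With an estimated correlation between genes the p was 0.0836 and 0.226, and leave-one-out medians were from -0.79 to -0.70 and from -0.65 to -0.52. ROS scavengers past the threshold went from 1 to 4 at an adjusted p under 0.05, and from 0 (without untreated replicate 4) to 1 in leave-one-out fits.

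Some named genes changed direction. Capn13 was -0.95 with indirect CAP from day 2 and -1.58 with PAM from day 2, Fosb -0.55 and Il1r1 -0.012 with PAM from day 2. Kcnq1ot1 was from -0.062 (without untreated replicate 4) to 0.29 in leave-one-out fits, -0.21 with direct CAP for 24 h and -0.14 with PAM from day 1. Aqp11 was 0.078 after direct CAP for 30 min. Aqp3 was from -0.072 (without untreated replicate 4) to 0.32 in leave-one-out fits, -0.13 with indirect CAP from day 1 and -0.88 from day 2. The cause was not tested. Of 98 named genes, 96 kept direction and call under quantile normalization and 2 were weaker. With the replicate block 88 did, 9 were weaker and 1 stronger. Of 1274 leave-one-out values, 105 were weaker, 1 stronger and 2 reversed.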

Differences from the paper's values

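The paper's count of changed genes is 2462, against 1173 here. Of the alternatives set before the data were examined, genes past the threshold in at least 1 of the 3 groups came within 1.5 times of it (1811), and the other 22 did not. For lower genes the paper's count is 1195 against 383, and the same alternative was within 1.5 times (941) and the other 22 were not. For higher genes the paper's count is 1267 against 790. The replicate block (975), without indirect_1d replicate 1 (846), all 24 h exposures (855) and at least 1 of 3 groups (870) were within 1.5 times, and the other 19 were not.

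The paper lists Capn12 among the higher genes, and its log2 fold change was 0.57, under 1. The paper states that regeneration and pro-survival genes are induced by direct CAP for 30 min, and gives no threshold for that statement. Here 0 of the 8 reported were past the threshold, with 5 at an unadjusted p under 0.05. Over all genes tested, 23.6% had the 3 libraries of this group all above or all under the 4 untreated libraries. Chance would give 5.71% if the line is ignored. The count of 0 is therefore no evidence that these 8 genes did not respond. After that treatment, Egr1 was the 1 gene of the 7 stress factors and 6 long noncoding RNAs that the paper names as induced early to be past the threshold over all genes, and 4 and 5 were when adjusted over each list alone. The paper states that the ROS scavengers did not differ much with CAP, and Prdx4 was past the threshold with a log2 fold change of -1.10, while the other 13 tested were not.

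The paper's column for the mean of PAM from day 2 in Supplementary Table 1 is the mean of 2 of the 3 libraries in 301 of 301 lines of that table. Of the means of the other groups, 1779 of 1806 matched the deposited values, and the cause of the remaining mismatches was not tested. The values per library are equal to the deposited ones in 6622 of 6622 cases.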

Other observations

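The tests of a mislabelled sample, mt-Atp8, the transcripts within Malat1 and the sex of the organoid line were chosen only after the result was seen, and the others before.

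Of 100 splits of the 13 libraries, 1, the real one, gave as many genes past the threshold for CAP for 24 h from day 1, 1 as small a camera p for the S phase list and 1 as many ROS scavengers, while 16 gave as small a p for the G2/M list. Of 35 splits each, 2 gave as many genes as direct CAP for 30 min and 1 as many as each of the other 5 groups. For PAM and for indirect CAP from day 1 against direct CAP, 10 of 10 splits did, and 3 libraries against 3 allow no share under 0.1.

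The depth of the libraries after direct CAP for 30 min, estimated at 21.1 to 28.7 M reads, overlapped with the 22.1 to 23.2 M after direct CAP for 24 h, and the medians were 22.7 and 22.4 M. Medians of 21.8 and 21.7 M with indirect CAP and PAM from day 2 went with 2127 and 3063 genes past the threshold. These values argue against a lower depth as the whole cause of the fewer genes after 30 min.

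Of 36 genes that separate lines 1 and 2 in all treated groups, 31 lay on the other line's side in the untreated libraries. This is consistent with an exchange of the untreated libraries of lines 1 and 2, and was not used to change any label. Comparisons of all untreated with treated libraries that ignore the line would not change with it. Every comparison with untreated libraries that takes the line as a replicate block would, so the calls lost or gained with the block are open to that extent.

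Mitochondrial messages near 0 beside abundant ones could be reads shared with nuclear copies, since at least 97.6% of their 100-base windows are found in another transcript. For mt-Atp8 the value is 0, and shared reads cannot be told apart from other causes because read pairs reach beyond so short a message. Gm37376 and Gm27694 may be counted from Malat1 reads (largest SD of the log2 ratio 0.0999 against 0.855 for Malat1), and Gm27533, Gm27505 and Gm28006 from Neat1 reads (0.375 against 0.904).

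A response of organoids from female mice that differs from that of males was a hypothesis. The interaction had an adjusted p under 0.05 for 0 genes, with 425 at an unadjusted p under 0.05. The treated libraries of female origin all come from line 4, so this test cannot separate sex from that line, and it says nothing for or against the hypothesis. Sex and passage cannot be told apart either, since the male lines are at the higher passages.

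Of 10 lists in 70 tests, camera's adjusted p after CAP for 24 h from day 1 was 0.0103 for NRF2 targets (median log2 fold change 0.17), 7.86e-10 for ATF4 targets (0.49) and 1.61e-09 for p53 targets (0.61). These 3 hold under fry and not with an estimated correlation. The interferon response rose (0.000435, median 0.95), where a fall had been predicted, and Paneth cell markers fell (0.00433, median -1.45), and neither holds under fry (0.0556 and 0.0623). The adjusted p was 0.426 for cholesterol synthesis, 0.941 for goblet, 0.878 for enterocyte, 0.915 for enteroendocrine and 0.149 for tuft cell markers, so their direction stays open. A lower share of stem cells alone would raise the markers of other cell types alike. The median of the Paneth cell markers fell (-1.45), but that fall holds neither under fry nor in camera with an estimated correlation (adjusted p = 0.705). It therefore does not decide this.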
